# TGF-β signaling and Creb5 cooperatively regulate Fgf18 to control pharyngeal muscle development

**DOI:** 10.7554/eLife.80405

**Published:** 2022-12-21

**Authors:** Jifan Feng, Xia Han, Yuan Yuan, Courtney Kyeong Cho, Eva Janečková, Tingwei Guo, Siddhika Pareek, Md Shaifur Rahman, Banghong Zheng, Jing Bi, Junjun Jing, Mingyi Zhang, Jian Xu, Thach-Vu Ho, Yang Chai

**Keywords:** pharyngeal muscle, TGF-β signaling, soft palate, cell-cell interaction, Mouse

## Abstract

The communication between myogenic cells and their surrounding connective tissues is indispensable for muscle morphogenesis. During late embryonic development in mice, myogenic progenitors migrate to discrete sites to form individual muscles. The detailed mechanism of this process remains unclear. Using mouse levator veli palatini (LVP) development as a model, we systematically investigated how a distinct connective tissue subpopulation, perimysial fibroblasts, communicates with myogenic cells to regulate mouse pharyngeal myogenesis. Using single-cell RNAseq data analysis, we identified that TGF-β signaling is a key regulator for the perimysial fibroblasts. Loss of TGF-β signaling in the neural crest-derived palatal mesenchyme leads to defects in perimysial fibroblasts and muscle malformation in the soft palate in *Osr2^Cre^;Tgfbr1^fl/fl^* mice. In particular, Creb5, a transcription factor expressed in the perimysial fibroblasts, cooperates with TGF-β signaling to activate expression of *Fgf18*. Moreover, Fgf18 supports pharyngeal muscle development *in vivo* and exogenous Fgf18 can partially rescue myogenic cell numbers in *Osr2^Cre^;Tgfbr1^fl/fl^* samples, illustrating that TGF-β-regulated Fgf18 signaling is required for LVP development. Collectively, our findings reveal the mechanism by which TGF-β signaling achieves its functional specificity in defining the perimysial-to-myogenic signals for pharyngeal myogenesis.

## Introduction

Inductive tissue-tissue interaction constitutes a key mechanism for organ development and tissue homeostasis (Souilhol et al., 2016; Takahashi et al., 2013; Vainio and Müller, 1997). The interaction and communication of myogenic cells with the surrounding connective tissues are also indispensable for muscle morphogenesis. Although the detailed cellular and molecular aspects of this dialogue remain to be elucidated, the connective tissues have been shown to serve as a signal source and ‘pre-pattern’ for muscle differentiation and patterning during development (Michailovici et al., 2015; Nassari et al., 2017).

At the onset of pharyngeal muscle development, myogenic progenitors migrate from cranial paraxial mesoderm into the center of each pharyngeal arch to form the primary myogenic sites surrounded by cranial neural crest (CNC)-derived cells. Later, in coordination with the development of other CNC-derived craniofacial connective tissues, myogenic progenitor cells in these mesodermal cores migrate to the final myogenic sites while being segregated and patterned into discrete muscle masses (Noden and Francis-West, 2006; Sambasivan et al., 2011; Shih et al., 2008; Ziermann et al., 2018). A distinct regulatory network upstream of myogenesis has been identified during early-stage pharyngeal muscle development (Buckingham and Rigby, 2014; Sambasivan et al., 2011), but the regulatory mechanism that establishes the fine-tuned craniofacial muscle anlagen in their final myogenic sites remains unknown (Noden and Francis-West, 2006).

In the final stage of pharyngeal muscle formation, the first and second pharyngeal arch mesodermal cores respectively contribute to the muscles responsible for mastication and facial expression; the muscles in the oropharyngeal region crucial for breathing, swallowing, and speaking are derived predominantly from the fourth pharyngeal arch, including all the pharyngeal constrictors and soft palatal muscles except the tensor veli palatini (Frisdal and Trainor, 2014; Li et al., 2019; Michailovici et al., 2015; Shiba and Chhetri, 2019; Sugii et al., 2017). Notably, interactions between CNC-derived and myogenic cells become more prominent as the CNC-derived cells start to contribute to connective tissues while individual muscles segregate and proceed to their final locations (Ziermann et al., 2018).

During this late pharyngeal muscle development in mice, most pharyngeal muscles of the head have already segregated and reached their ultimate locations between E11 and E13.5 (Noden and Francis-West, 2006). In contrast, the soft palatal muscle anlage development starts later, concurrent with the soft palatal shelf primordium formation (Han et al., 2021; Li et al., 2019). From E13.5 onwards, individual soft palatal muscles, particularly the levator veli palatini (LVP), can be clearly detected segregating from the rest of the pharyngeal muscles and populating the soft palate primordium, patterning and migrating towards the midline in parallel to the lateral-to-medial outgrowth of the connective tissues consisting of the CNC-derived palatal mesenchymal cells (Grimaldi et al., 2015; Han et al., 2021; Li et al., 2019). Therefore, soft palatal muscle development provides an optimal opportunity to study the initiation, segregation, and migration of muscle anlage formation during craniofacial development.

Clinically, the most common congenital craniofacial malformation is cleft lip with or without cleft palate (Vyas et al., 2020). When the soft palate is affected, disruption of the soft palatal shelves separating the oral and nasal cavities co-occurs with defects in soft palatal muscle formation and oropharyngeal function (Li et al., 2019; Carvajal Monroy et al., 2012). Furthermore, mouse models have demonstrated that loss of key regulators in the perimysial cells, a subset of the palatal mesenchymal connective tissues closely associated with the muscles, ultimately affects soft palatal muscle differentiation and patterning (Han et al., 2021; Sugii et al., 2017). These findings suggest that CNC-derived perimysial cells possibly contribute to part of the embryonic myogenic niche for craniofacial muscle development at the later stages. Thus, soft palate development can serve as a useful model for studying how perimysial cells regulate late pharyngeal muscle anlage formation through tissue-tissue interactions.

In the present work, we investigated the mechanism that regulates perimysial-to-myogenic communication using the development of the pharyngeal muscle LVP as a model. Using unbiased single-cell RNAseq (scRNAseq) data analysis combined with mouse genetic approaches, we identified TGF-β signaling as a predominant and specific signaling activity that enables the perimysial cells to interact with the adjacent myogenic cells during late pharyngeal muscle development. Furthermore, we identified that a perimysial regulator Creb5 cooperates with TGF-β signaling to co-activate the expression of specific perimysial-to-myogenic signals such as Fgf18 to regulate pharyngeal myogenesis. Taken together, our findings reveal that TGF-β signaling and perimysial-specific regulators may cooperatively define perimysial-to-myogenic signals in regulating pharyngeal myogenesis.

## Results

### Unbiased screening using scRNAseq data analysis identifies TGF-β signaling as predominant and specific signaling for the perimysial cells within the soft palatal mesenchyme

During late pharyngeal muscle development, myogenic cells of the soft palatal muscles, particularly those of the LVP, can be observed segregating from the existing myogenic site associated with middle pharyngeal constrictor to populate the soft palatal shelves and pattern alongside the CNC-derived palatal mesenchymal cells (Han et al., 2021; Li et al., 2019). In parallel, during this stage, our recent scRNAseq analysis identified that the morphologically homologous palatal mesenchyme is also patterned into heterogeneous cellular domains associated with distinct anatomical locations and gene expression profiles (Han et al., 2021). We thus hypothesized that the perimysial population, anatomically adjacent to the myogenic cells, serves as a microenvironment or niche for embryonic pharyngeal muscle development. Furthermore, there must be a specific regulatory mechanism that differentiates the perimysial cells from the rest of the palatal mesenchymal cell populations so that the perimysial cells can provide specific signals to define the myogenic site.

Since signaling pathways have been reported to play critical roles in the patterning and fate determination of craniofacial mesenchymal cells (Mishina and Snider, 2014; Neubüser et al., 1997; Vincentz et al., 2016; Xu et al., 2019), we performed an unbiased signaling activity analysis of the cell populations of the soft palate, focusing on identifying key signaling pathways specifically activated in the perimysial cells. Using CellChat’s incoming signaling analysis from scRNASeq data of E13.5-E15.5 soft palate, we identified inferred signaling pathway activities of different cell types based on enriched signaling interactions (Figure 1A–B, Figure 1—figure supplement 1). Notably, the signaling activity of all the palatal mesenchymal cell types was categorized into the same group due to the shared expression of similar signaling pathways (Figure 1B), consistent with their common connective tissue identity. Among this group of pathways, Ephrin-Eph (EphA/EphB) (Benson and Serrano, 2012; Xavier et al., 2016), non-canonical Wnt (ncWnt) (Reynolds et al., 2019), IGF (Marchant et al., 2020), TGF-β (Iwata et al., 2011), FGF (Nie et al., 2006), and Hedgehog signaling (HH) pathways (Everson et al., 2018) were previously identified to be required for the development of craniofacial mesenchymal tissues including palatal mesenchyme, so we reasoned that they are more likely to be functionally required by the perimysial cell fate determination, too. We thus next analyzed the intensities of activities of these pathways in the perimysial cells and found that the TGF-β signaling activity was inferred to be the highest (Figure 1C). Moreover, a known TGF-β signaling downstream target, *Tgfbi* (transforming growth factor-beta-induced protein), was among the top 10 conserved marker genes for the perimysial cells across various developmental stages (Figure 1D), suggesting that TGF-β signaling is not only a predominant signaling pathway but also specifically associated with regulating the perimysial cell fate and maintaining a perimysial-derived signal.

**Figure 1.**
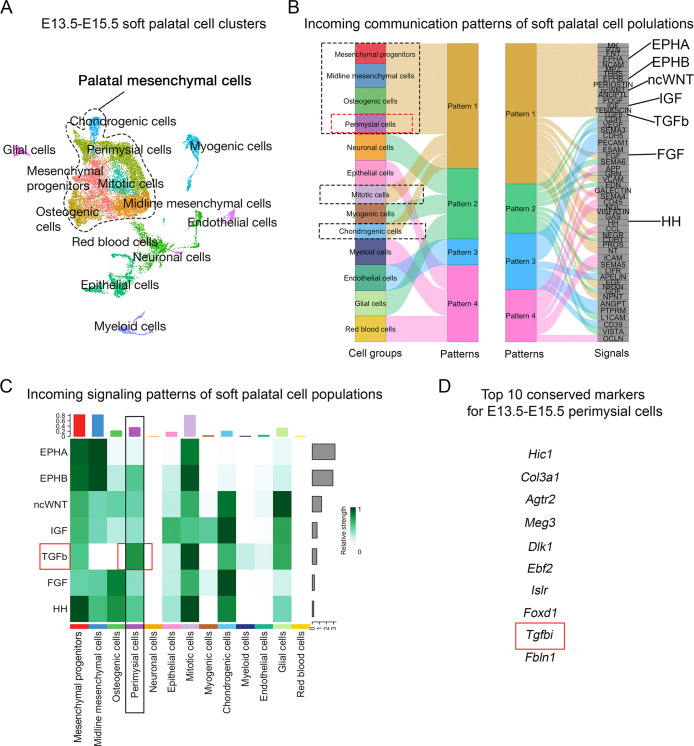
CellChat analysis of E13.5-E15.5 soft palatal scRNAseq data predicts TGF-β signaling as a key pathway activated in the perimysial cells. (**A**) UMAP plot of soft palatal cell populations identified by Seurat integration analysis. (**B**) Alluvial plot of the incoming signaling patterns for soft palatal cell populations. The black dotted boxed area indicates the palatal mesenchymal cell populations grouped into the same incoming patterns. The red dotted box highlights the perimysial cells. (**C**) Heatmap of the contribution of the incoming pathways of interest to soft palatal cell populations. The black box highlights signaling activity in the perimysial cells and the red box highlights TGF-β signaling activity in the perimysial cells. (**D**) Top conserved markers for perimysial cells identified through Seurat integration analysis.

**Figure 1—figure supplement 1.**
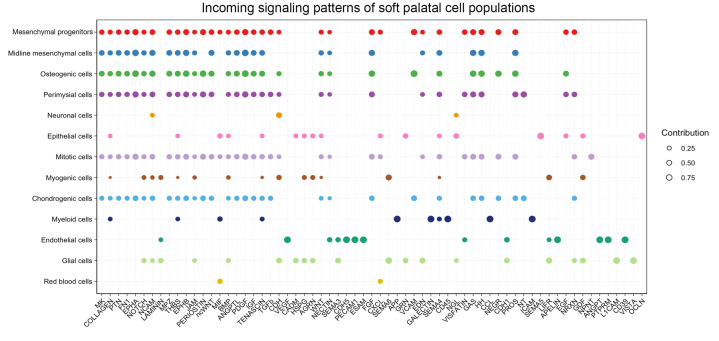
CellChat analysis of scRNAseq data identified incoming signaling pathways for all cell types in the soft palate. Bubble plot showing significant incoming signaling patterns for all the cell types of developing soft palate from E13.5-E15.5. Different colors in the plot represent different cell groups. Sizes in the bubble plot are proportional to the communication probability.

To validate the signaling activity analysis result from scRNAseq data, we next evaluated the TGF-β signaling activity *in vivo* during different stages of soft palatal development. Consistent with scRNAseq analysis, TGF-β signaling was present in the palatal shelf mesenchyme primordium during soft palatal development from E12.5 onwards (Figure 2A–H) and was most active in the cells surrounding the LVP myogenic cells, anatomically identified as perimysial cells (Figure 2J–L and N–P), particularly during the early segregation and separation process at E13.5 (Figure 2B, F, J, and N) and E14.5 (Figure 2C, G, K, and O). Notably, TGF-β signaling was ubiquitous in the mesenchymal cells close to the pharyngeal wall at E12.5 prior to the arrival of myogenic cells (Figure 2A, E, I, and M). This specific activation of TGF-β signaling in the presence of perimysial cells suggested that TGF-β signaling may play a role in patterning perimysial cells to establish a myogenic niche in the specific anatomical location for the LVP. This postulation is supported by our previous work, which showed that loss of TGF-β in *Wnt1-Cre;Tgfbr1^fl/fl^* mice in the early pre-migratory neural crest cells and their derivatives from E9.5 onward affect proliferation and differentiation of the tongue and other craniofacial muscles (Chai et al., 2000; Han et al., 2014).

**Figure 2.**
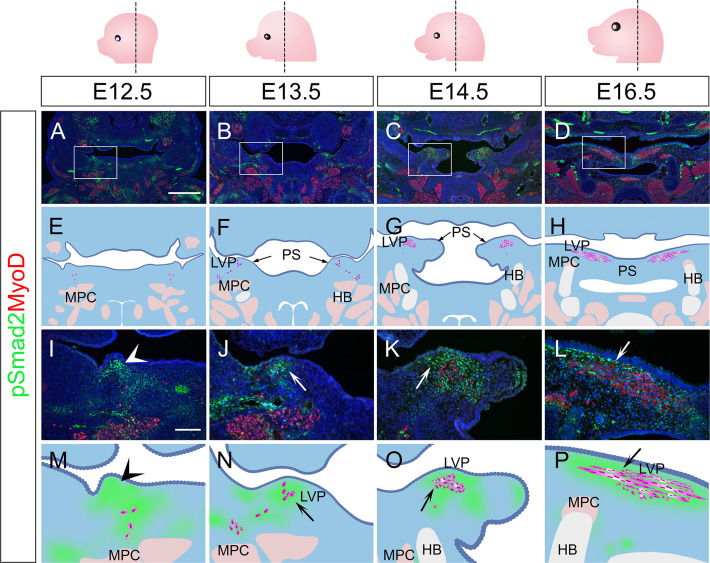
TGF-β signaling is activated in perimysial cells surrounding the developing LVP myogenic cells. (**A–P**) Immunofluorescence (**A–D and I–L**) and schematic drawings (**E–H and M–P**) of myogenic marker MyoD (red) and TGF-β signaling readout pSmad2 (green) expression in coronal sections of LVP region at E12.5, E13.5, E14.5, and E16.5. Boxed areas in A, B, C, and D are shown magnified in I, J, K, and L, respectively. Schematic drawings in E-H and M-P correspond to A-D and I-L, respectively. Arrows in F and G indicate the palatal shelves. White and black arrows in J-L and N-P point to the LVP myogenic sites in the palatal shelves. Arrowheads indicate the absence of MyoD+ signal in mouse pharyngeal wall at E12.5 in I and M, and arrows indicate the presence from E13.5 onwards in J-L and N-P. The magenta and salmon colors represent the LVP myogenic cells and the other pharyngeal muscles, respectively. HB, hyoid bone; LVP, levator veli palatini; MPC, middle pharyngeal constrictor; PS, palatal shelves. Top panel schematics depict the orientation and level of the sections. N=3 for all experiments. Scale bars in A and I indicate 500 μm in A-D and 100 μm in I-L, respectively.

**Figure 2—figure supplement 1.**
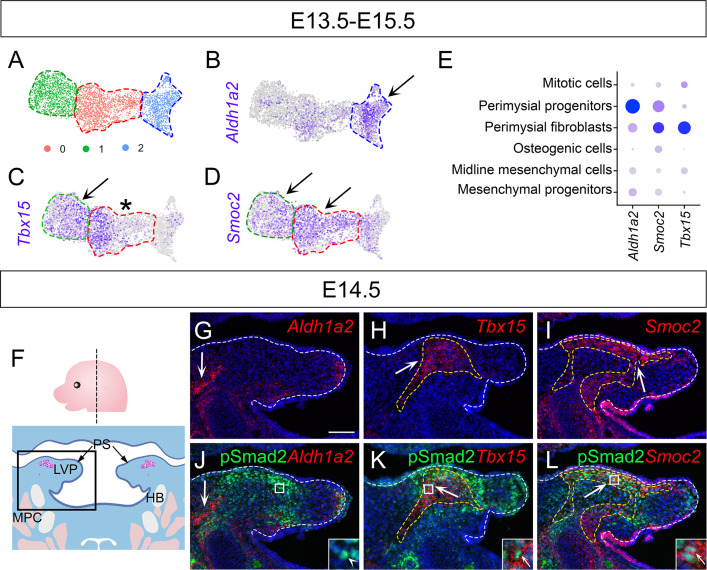
*Tbx15*+ and *Smoc2+* perimysial cells are present in the region where TGF-β signaling is active. (**A**) UMAP plot for three perimysial cell clusters subsetted and reclustered from E13.5-E15.5 soft palatal scRNAseq analysis. (**B–D**) Expression of putative marker genes (*Aldh1a2*, *Tbx15*, and *Smoc2*) that are expressed differentially in the 3 perimysial clusters from E13.5-E15.5 soft palatal scRNAseq analysis. Black arrows indicate abundance of the expression and asterisks indicate the deficiency of expression of the marker genes in the clusters. (**E**) DotPlot of feature genes for different perimysial subpopulation cell types. The intensity of the blue color of signature genes corresponds to the level of expression in the specific cell type on the x-axis. (**F**) Schematic drawing of the plane of section (upper panel) and zoomed in area (lower panel) for G-L. The magenta and salmon colors represent the LVP myogenic cells and the other pharyngeal muscles, respectively. HB, hyoid bone; LVP, levator veli palatini; MPC, middle pharyngeal constrictor; PS, palatal shelves. (**G–L**) Co-staining of pSmad2 immunostaining (green) and *Aldh1a2* (red), *Tbx15* (red), or *Smoc2* (red) RNAScope *in situ* hybridizations in the coronal sections of LVP region at E14.5. Boxed areas in J-L are enlarged as insets. The white and yellow dotted lines outline the palatal shelves and *Tbx15+* or *Smoc2+* area in G-L, respectively. White arrows in G-L point to the region with *Aldh1a2*, *Tbx15* or *Smoc2* expression. White arrowhead in the inset in J indicates an example of the absence of *Aldh1a2* expression in a pSmad2+ cell in the palatal shelves, while white arrows in insets in K and L indicate the presence of *Tbx15* or *Smoc2* expression in pSmad2+ cells. N=3. Scale bar in G indicates 100 μm for G-L and 20 μm for the insets in G-L.

E13.5-E15.5 soft palatal scRNAseq analysis led to the inference that the perimysial cells contain at least two distinct subpopulations with different differentiation statuses, namely earlier perimysial progenitors (*Aldh1a2+*) and more committed perimysial fibroblasts, which express markers other than *Aldh1a2*, such as *Tbx15* (Han et al., 2021). We therefore sought to further specify the cellular identity of the region with TGF-β signaling activity. After subclustering the perimysial cell population from the E13.5-E15.5 soft palatal scRNAseq data, we found these cells could be further divided into 3 clusters (Figure 2—figure supplement 1A). Since *Aldh1a2* expression was most enriched in cluster 2 (Figure 2—figure supplement 1B), this cluster appeared to be associated with the perimysial progenitor cells, whereas clusters 0 and 1 appeared to be associated with the perimysial fibroblasts. Within the two perimysial fibroblast clusters, the previously reported marker *Tbx15* was expressed by most cells in cluster 0, but not by the majority of cells in cluster 1 (Figure 2—figure supplement 1C). Instead, we identified that another perimysial marker, *Smoc2*, labeled both clusters, including the *Tbx15*-negative cells (Figure 2—figure supplement 1D). We confirmed that *Smoc2* expression was specific to the perimysial populations among all the palatal mesenchymal populations (Figure 2—figure supplement 1E). We next mapped the expression of these markers *in vivo* using E14.5 palatal mesenchyme, at which stage distinct domains for different cell types have already been established. Consistent with the scRNAseq data analysis result, *Aldh1a2+* perimysial progenitors and *Tbx15+* or *Smoc*2+ perimysial fibroblasts were found to be associated with different cellular identities *in vivo*. The *Aldh1a2*+population was located at the base of the palatal shelf and closer to the middle pharyngeal constrictor myogenic sites outside the palatal shelf; it had little overlap with the pSmad2+ area (Figure 2—figure supplement 1G and J). Both *Tbx15* and *Smoc2* were expressed in the palatal shelf, but they appeared to overlap with pSmad2+ cells in certain locations. *Tbx15* expression was more restricted to the center of the palatal shelf, thus overlapping with the center region of the pSmad2+ cells (Figure 2—figure supplement 1H and K). *Smoc2* was more extensively expressed and overlapped at the periphery of the pSmad2 expression area, almost complementary to the *Tbx15+* domain (Figure 2—figure supplement 1I and L). This overlap between TGF-β signaling activity and the *Tbx15+* and *Smoc2+* populations suggested that TGF-β signaling may be a more specific regulator for the later stage of perimysial cells (perimysial fibroblasts), not the perimysial progenitors.

### Loss of TGF-β leads to defects in soft palatal shelf mesenchyme and LVP in *Osr2^Cre^;Tgfbr1^fl/fl^* mice

To test whether this specific TGF-β signaling in the perimysial cells in later developmental stages also plays any functional role in regulating the fate of myogenic cells, we utilized *Osr2^Cre^*, which affects the palatal mesenchyme at a later stage than *Wnt1-Cre* (Chen et al., 2009). Using *Osr2^Cre^;Rosa26^LSL-tdTomato^* mice, we confirmed that *Osr2^Cre^* can specifically label the palatal mesenchyme without affecting the myogenic cells during soft palatal muscle development (Figure 3—figure supplement 1A–D). Thus, we generated *Osr2^Cre^;Tgfbr1^fl/fl^* mice, in which TGF-β signaling is ablated in the palatal mesenchyme due to the loss of TGF-β Type 1 receptor *Alk5* (*Tgfbr1*). Loss of TGF-β signaling in the palatal mesenchyme, including the perimysial cells, led to morphologically deformed palatal shelves and cleft palate in the LVP region in E18.*5 Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 3B and D), compared with the intact control palatal shelves (Figure 3A and C), indicating intrinsic defects in the palatal mesenchymal cells. In addition, while abundant MHC+ muscle fibers were present in the control palatal shelves (Figure 3E, I, G, and K), in the defective palatal shelves of *Osr2^Cre^;Tgfbr1^fl/fl^* mice, LVP formation was so severely affected that no muscle fibers could be detected at this stage (Figure 3F, J, H, and L). This confirmed that TGF-β signaling is indispensable for the perimysial-derived signaling for myogenesis.

**Figure 3.**
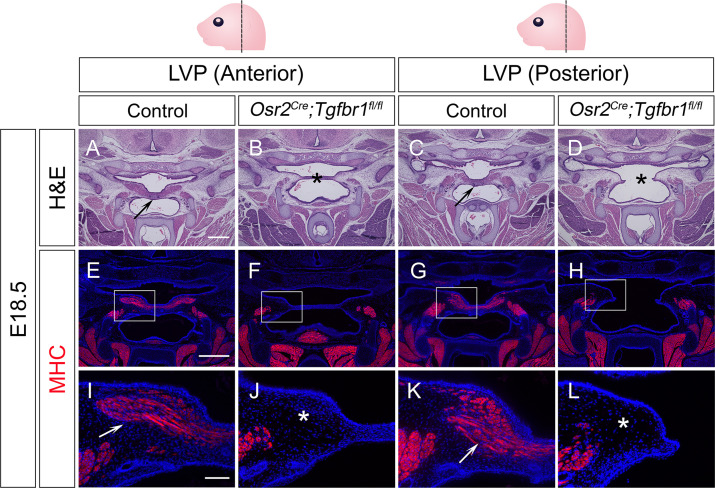
*Osr2^Cre^;Tgfbr1^fl/fl^* mice exhibit palatal shelf and LVP defects at E18.5. (**A–D**) H&E staining of coronal sections at LVP region from control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E18.5. Arrows indicate the normal palatal shelf in A and C; asterisks indicate the deformed and cleft palatal shelf in B and D, respectively. N=4. (**E–L**) Immunofluorescence of MHC (red) in coronal sections at LVP region from control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E18.5. Boxed areas in E, F, G, and H are enlarged in I, J, K, and L, respectively. Arrows indicate the presence of muscle fibers in I and K; asterisks indicate their absence in J and L. N=3. Top panel schematics depict the orientation and level of the sections. *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Scale bars in A and E indicate 500 µm in A-D and E-H, respectively; the scale bar in I indicates 100 µm in I-L.

**Figure 3—figure supplement 1.**
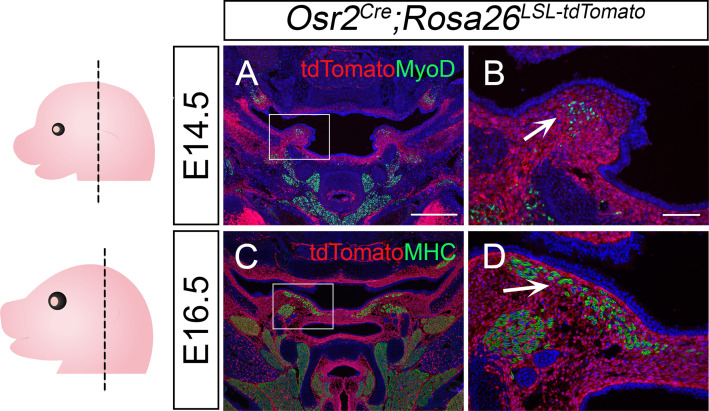
*Osr2^Cre^* targets palatal mesenchymal cells surrounding soft palatal myogenic cells. (**A–D**) Immunofluorescence of myogenic marker MyoD (green) or MHC (green) and tdTomato (red) in the coronal sections of LVP region of E14.5 and E16.5 in *Osr2^Cre^;Rosa26^LSL-tdTomato^* mice. Boxes in A and C are shown at higher magnification in B and D, respectively. Arrows in B and D indicate that the green MyoD or MHC signal does not overlap with the red tdTomato signal at E14.5 or E16.5. Left panel schematics depict the orientation and level of the sections. N=3. The scale bar in A indicates 500 µm in A and C; the scale bar in B indicates 100 µm in B and D.

**Figure 3—figure supplement 2.**
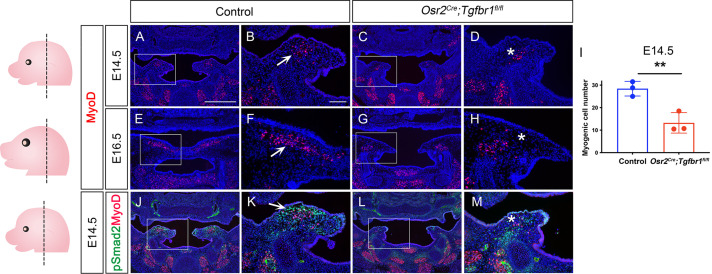
*Osr2^Cre^;Tgfbr1^fl/fl^* mice exhibit palatal shelf and myogenic defects in the LVP region from E14.5 onwards. (**A–H**) Immunofluorescence of myogenic marker MyoD (red) in coronal sections of palatal shelves of control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E14.5 (**A–D**) and E16.5 (**E–H**) LVP region. Boxes in A, C, E, and G are shown at higher magnification in the B, D, F, and H, respectively. Arrows in B and F indicate the presence of MyoD+ cells in the control, and asterisks in D and H indicate reduced MyoD+ cells in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice. (**I**) Quantification of myogenic cell number in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E14.5. **, p≤0.01. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**J–M**) Immunofluorescence of MyoD (red) and pSmad2 (green) in coronal sections of the LVP region of E14.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Boxed areas in J and L are enlarged in K and M, respectively. The arrows indicate the presence of signal and asterisks correspond to loss of signal. N=3 for all experiments. *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Left panel schematics depict the orientation and level of the sections. The scale bar in A indicates 500 µm in A, C, E, G, J, and L; the scale bar in B indicates 100 µm for the rest of the figures. Figure 3—figure supplement 2—source data 1.Source data for Figure 3—figure supplement 2I.

**Figure 3—figure supplement 3.**
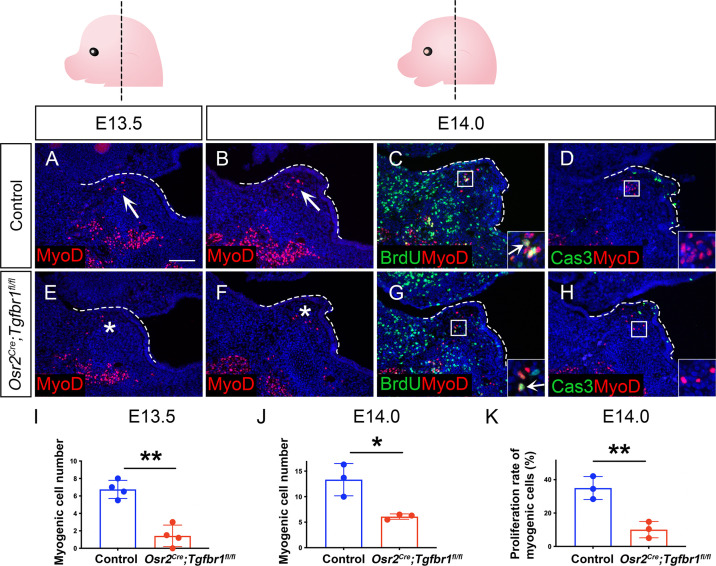
Myogenic defects occur in *Osr2^Cre^;Tgfbr1^fl/fl^* mice prior to E14.5. (**A–H**) Immunofluorescence of MyoD (red) (**A–B, E–F**) or co-staining with BrdU (green) (**C, G**) or Caspase 3 (green) (**D, H**) in coronal sections of palatal shelves in the LVP region of control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E13.5 and E14.0. Boxed areas in C, D, G, and H are enlarged as insets. Arrows indicate a positive signal and asterisks indicate reduction of signal in the palatal shelf region. The palatal shelves are outlined by white dotted lines. (**I–K**) Quantification of myogenic cell numbers at E13.5 (**I**) and E14.0 (**J**) and proliferation rate of myogenic cells at E14.0 (**K**). **, p≤0.01; *, p≤0.05. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. Top panel schematics depict the orientation and level of the sections. N=3 for all experiments except I (N=4). *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Scale bar in A indicates 100 μm for A-H. Figure 3—figure supplement 3—source data 1.Source data for Figure 3—figure supplement 3I. Figure 3—figure supplement 3—source data 2.Source data for Figure 3—figure supplement 3J. Figure 3—figure supplement 3—source data 3.Source data for Figure 3—figure supplement 3K.

We next evaluated the progression of the palate mesenchymal and myogenic cell defects in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice. We found that the palatal shelves of *Osr2^Cre^;Tgfbr1^fl/fl^* mice started to appear morphologically different from those of the controls at around E14.5, suggesting that defects in the palatal mesenchymal cells start at this stage (Figure 3—figure supplement 2A–H). However, the myogenic defects could be observed as early as E13.5 in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice while the palatal shelves remained comparable between *Osr2^Cre^;Tgfbr1^fl/fl^* and control mice (Figure 3—figure supplement 3). As myogenic cells began to enter the palatal shelves at E13.5, fewer myogenic cells were present in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice compared to the control (Figure 3—figure supplement 3A, E, and I), suggesting a defect affecting the migration of the myogenic cells. At E14.0, this reduced population of myogenic cells also showed significantly less proliferative activity in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 3—figure supplement 3B–C, F–G, and J–K). No apoptosis was observed in either the control or *Osr2^Cre^;Tgfbr1^fl/fl^* myogenic cells at E14.0 (Figure 3—figure supplement 3D and H). At E14.5, myogenic cells were still present in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice, although fewer in number than in the control (Figure 3—figure supplement 2A–D and I). From E14.5 onward, the palatal mesenchymal defects became more exacerbated over time, and the myogenic defect also increased in severity over time as myogenic progenitor cells became almost undetectable from around E16.5 (Figure 3—figure supplement 2E–H). We also confirmed that the TGF-β signaling activity (pSmad2) was reduced in the perimysial cells adjacent to the LVP in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 3—figure supplement 2J–M). Taken together, our results indicated that loss of TGF-β signaling activity in the palatal mesenchyme leads to migration and proliferation defects of LVP myogenic cells in *Osr2^Cre^;Tgfbr1^fl/fl^* mice through cell-cell interaction.

### TGF-β signaling is required for perimysial fibroblasts in regulating pharyngeal muscle development

To precisely identify the molecular changes of the perimysial population in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice, we performed scRNAseq analysis to compare cell-type-specific gene expression profiles of cell populations in E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palates. 

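The soft palate was profiled at E14.5 in 2 control libraries and 1 *Osr2 Cre;Tgfbr1 fl/fl* library with the 10x Genomics single-cell 3′ v2 chemistry, which labels each captured transcript with a unique molecular identifier (UMI) so that copies made by PCR are counted once. The authors aligned and counted the reads with Cell Ranger 4.0.0 and deposited raw UMI counts per gene, separately for each library and without normalization. Control 1 held 2816 cell barcodes and 22624711 UMIs, with a median of 6986 UMIs per barcode. Control 2 held 4067 barcodes and 27814907 UMIs, with a median of 5143. The mutant library held 8690 barcodes and 63505144 UMIs, with a median of 5039. The 2 control libraries were kept apart as replicates 1 and 2, as their labels give them, and whether they came from separate tissue was not tested. Their counts differed by more than counting error (chi-square per degree of freedom 55.7 over 15736 genes), which a different mix of cells alone can also give.
Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Scrublet, which scores each barcode for being a pair of cells, marked 0 barcodes in each library at its own threshold. The highest Scrublet scores were therefore left out at a preset rate of 0.8% per 1000 barcodes of a library, which removed 59, 132 and 597 further barcodes from control 1, control 2 and the mutant. This left 2058, 3689 and 7514 cells. The cells were integrated in Seurat as 2 objects, the controls together and the mutant, and the genes that the paper compares between the genotypes were left out of the genes used for clustering. UMIs were then summed over the cells of a type within each library and given as counts per 1000000 UMIs (CPM) with exact 95% Poisson intervals. The log2 ratio of a gene is the log2 CPM of the mutant minus the mean log2 CPM of the 2 controls, and it is set beside the gap between the controls. With 1 mutant library no test between the genotypes could be made, cells are not replicates, and all intervals cover counting error only. The Y-linked gene *Ddx3y* was counted at 89.5, 102 and 110 CPM over all cells of control 1, control 2 and the mutant, so each library held male cells.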

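Clustering of the integrated 13261 cells at a resolution of 0.5 gave 18 clusters, which were named from marker genes as cells like a given type, since cell names were not part of the counts analysed here. Epithelial-like cells (*Krt14*, *Epcam*) made up 9.96% of control 1, 11.7% of control 2 and 8.50% of the mutant cells. Myeloid-like cells made up 1.55%, 2.66% and 1.89%, with the mutant between the controls. Endothelial-like cells made up 1.21%, 2.25% and 3.15%. Myogenic-like cells (*Myog*, *Actc1*) made up 4.91% of control 1 (95% Clopper-Pearson interval 4.01 to 5.93), 4.04% of control 2 (3.43 to 4.73) and 2.13% of the mutant (1.81 to 2.48). Glial-like cells made up 0.680%, 0.949% and 2.54%, and erythroid-like cells 3.40%, 0.407% and 0.825%. Neuronal-like cells made up 0.632% of control 1, 0.380% of control 2 and 4.10% of the mutant, and chondrocyte-like cells 0.194%, 0.0271% and 1.30%. In 2 of the 18 clusters over 90% of the cells came from the mutant library, a neuronal-like cluster of 88 cells and the chondrocyte-like cluster, and a cluster that rests on 1 library is not told apart from that library. A cluster led by *S100a8*, *S100a9* and *Camp* stayed unnamed and held 4.03% of control 1, 0.271% of control 2 and 0.1996% of the mutant cells.

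**Figure D1:**
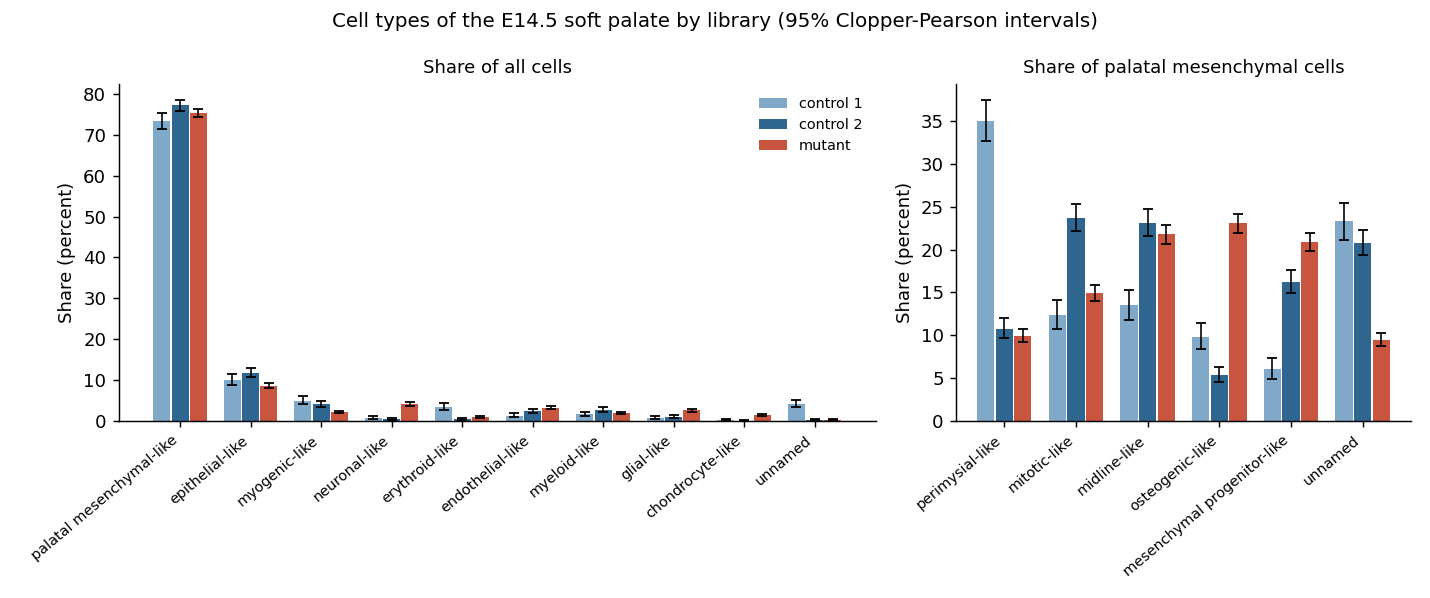
Share of cells of each type in control 1, control 2 and the mutant, in percent of all cells (left) and in percent of palatal mesenchymal-like cells (right). Bars are shares within 1 library and lines are 95% Clopper-Pearson intervals, which cover counting error only. In both panels several shares differ between the 2 controls by more than these intervals, as for erythroid-like cells at 3.40% and 0.407%.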

Using integration analysis based on shared variance (Figure 4—figure supplement 1A), we identified similar clusters in the soft palates of control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at this stage. 

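Of the 18 clusters, 7 were named palatal mesenchymal-like from *Runx2*, *Twist1*, *Twist2*, *Pdgfra*, *Msx1* and *Prrx1*, and they held 10024 cells. These cells made up 73.4% of control 1 (95% Clopper-Pearson interval 71.5 to 75.3), 77.3% of control 2 (75.9 to 78.6) and 75.4% of the mutant (74.4 to 76.3), so the mutant share lay between those of the controls. With a minimum of 200 genes per cell and no mitochondrial limit, the setting that moved this share most, it was 56.0%, 75.7% and 74.7%. *Runx2* (ENSMUSG00000039153, chromosome 17 of GRCm38 from 44495987 to 44814797) was counted at 67.9, 54.2 and 138 CPM in these cells of control 1, control 2 and the mutant, against 2.58, 3.20 and 2.44 CPM in the myeloid-like cells of the same libraries. *Twist1* (ENSMUSG00000035799, chromosome 12 from 33957671 to 33959829) was counted at 102, 140 and 100.2 CPM in palatal mesenchymal-like cells and at 5.17, 3.20 and 4.89 CPM in myeloid-like cells. Epithelial-like cells also carried UMIs of both genes, with *Twist1* at 20.7, 84.6 and 75.0 CPM. Both genes served to name the clusters, so their levels describe the naming and are not compared between the genotypes.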

We first distinguished the palatal mesenchymal cells (*Runx2+/Twist1+*) from other non-mesenchymal cell types in the soft palate (Figure 4—figure supplement 1B–L). Then, using more detailed markers we recently established from E13.5-E15.5 soft palatal scRNAseq analysis (Han et al., 2021), we further distinguished the perimysial population (*Tbx15+/Hic1+/Aldh1a2+*) from the remaining palatal mesenchymal populations of the E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control mice (Figure 4—figure supplement 1M–N).

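The palatal mesenchymal-like cells were clustered again at a resolution of 0.4, which gave 10 clusters. Of these, 1 was named perimysial-like from *Hic1*, *Agtr2*, *Ebf2*, *Islr*, *Foxd1*, *Fbln1*, *Meg3* and *Col3a1*, and its leading genes by fold over the other mesenchymal cells were *Pitx1*, *Cxcl12*, *Hic1*, *Npy*, *Ebf2*, *Aldh1a2* and *Meox1*. Others were named midline-like, osteogenic-like, mitotic-like and mesenchymal progenitor-like, and 4 clusters stayed unnamed, with 23.3% of the mesenchymal cells of control 1, 20.8% of control 2 and 9.47% of the mutant. Of the unnamed clusters, 1 came from control 1 alone and is not told apart from that library. It held 114 cells, 7.54% of the mesenchymal cells of control 1, and was led by *Sst* and *Msx1*. *Aldh1a2* and *Tbx15* were left out of the genes used for clustering. *Aldh1a2* was nonetheless 4.47-fold higher in perimysial-like than in the remaining mesenchymal cells of control 1, 21.3-fold higher in control 2 and 8.60-fold higher in the mutant. *Tbx15* was less restricted to the cluster, at 1.17-fold, 2.68-fold and 1.26-fold the level of the remaining mesenchymal cells. *Hic1* (ENSMUSG00000043099, chromosome 11 of GRCm38 from 75164565 to 75169519), which served to name the cluster, was 3.73-fold, 8.72-fold and 8.06-fold higher there. Not every naming marker was higher in the cluster in each library. *Foxd1* was at 0.916-fold, 0.729-fold and 1.30-fold the level of the remaining mesenchymal cells.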

To more specifically evaluate the changes in the perimysial cells following the loss of TGF-β signaling, we subsetted the perimysial population from the mesenchymal clusters of the integrated *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palate scRNAseq data at E14.5 (Figure 4A). 

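The perimysial-like cluster held 530 cells of control 1, 307 cells of control 2 and 561 cells of the mutant. Their UMIs summed to 4215486, 1430072 and 2028765, with medians of 7337.5, 4445 and 3138 UMIs per cell, so the mutant cells were the shallowest. These cells made up 35.1% of the palatal mesenchymal-like cells of control 1 (95% Clopper-Pearson interval 32.7 to 37.5), 10.8% of control 2 (9.65 to 12.0) and 9.91% of the mutant (9.14 to 10.7). The 2 controls thus differed from each other by 24.3 percentage points, and the intervals of control 2 and the mutant overlapped. With cell cycle genes left out of the clustering genes, the shares were 4.43%, 10.6% and 16.6%. *Pitx1*, which led the cluster and was among the clustering genes, differed between the libraries, so these shares are not read as a difference in the number of perimysial cells between the genotypes. *Meox1*, left out of the clustering genes, was counted in the cluster at 14.7, 90.2 and 113 CPM in control 1, control 2 and the mutant. The cluster may thus hold a different mix of cells in control 1. That would bear on gene levels and gaps between the controls in this cluster, such as those of *Lama4* and *Aldh1a2*.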

We first compared the expression of perimysial progenitor and perimysial fibroblast markers between the *Osr2^Cre^;Tgfbr1^fl/fl^* and control perimysial cells at E14.5 (Figure 4B–D), to identify whether one or both subpopulations of the perimysial cells were affected. 

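*Tgfbr1*, the gene deleted by the cross (ENSMUSG00000007613, chromosome 4 of GRCm38 from 47353222 to 47414931), was counted in palatal mesenchymal-like cells at 55.5 CPM in control 1 (95% Poisson interval 51.7 to 59.6), 59.1 CPM in control 2 (55.4 to 63.0) and 49.6 CPM in the mutant (47.3 to 51.9). Its log2 ratio of -0.21 was larger than the gap of 0.09 between the controls. With TMM scaling it was -0.085, and with the mean over cells in place of summed counts -0.38. In cells outside the palatal mesenchyme the mutant level of 57.9 CPM lay between the control levels of 53.4 and 58.5 CPM. In the perimysial-like cells alone *Tgfbr1* was counted at 53.4, 35.0 and 47.8 CPM, so the mutant also lay between the controls there. The level of control 2 rests on 50 UMIs. Of 6 mesenchymal clusters with at least 20 *Tgfbr1* UMIs in each control, the mutant was below both controls in 5. The perimysial-like cluster was the exception. The chemistry counts the 3′ ends of transcripts, so these levels do not show whether a counted transcript carries the deleted region. A list of 18 TGF-β target genes was also tested in perimysial-like cells, with the 14 of at least 10 CPM. Their median log2 ratio was -0.042, at percentile 51.2 of 10000 random gene lists, so no shift of the list was seen. Of these genes, 5 were lower and 4 higher than in both controls.
*Tbx15* (ENSMUSG00000027868, chromosome 3 from 99240381 to 99354259) was counted in perimysial-like cells at 29.7 CPM in control 1 (24.7 to 35.3; 125 UMIs), 44.1 CPM in control 2 (33.9 to 56.4; 63 UMIs) and 7.39 CPM in the mutant (4.14 to 12.2; 15 UMIs). The log2 ratio of -2.29 exceeded the gap of 0.57 between the controls. Of 14 other settings in which both controls could be compared, 13 also placed the mutant below both controls by more than their gap. Without integration the cluster held only 9 cells of control 2 and 8 cells of the mutant, in which no *Tbx15* UMI was counted, and the level could not be compared. *Smoc2* (ENSMUSG00000023886, chromosome 17 from 14279506 to 14404790) was counted at 157, 169 and 106 CPM, a log2 ratio of -0.61 against a gap of 0.11. Over all palatal mesenchymal-like cells, however, its log2 ratio of -0.34 was smaller than the gap of 0.63 between the controls. *Aldh1a2* (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243) was counted at 59.3, 113 and 143 CPM. Its log2 ratio of 0.81 was smaller than the gap of 0.93 between the controls. Of 14 other settings, 7 placed the mutant above both controls by more than their gap, 2 below both, and 5 within the gap or between the controls. Of the 2 below both, the setting without integration rests on 1 *Aldh1a2* UMI in the mutant and 8 in control 2. The setting with cell cycle genes left out is better counted, at 130, 115 and 104 CPM from 69, 159 and 314 UMIs. With perimysial cells chosen by marker rank in place of the cluster, the log2 ratio was -0.14.
After every perimysial-like cell was thinned to 2000 UMIs, which left out 5, 45 and 61 shallower cells, a *Tbx15* UMI was found in 4.19% of the cells of control 1 (95% Clopper-Pearson interval 2.64 to 6.28), 6.87% of control 2 (4.12 to 10.6) and 1.20% of the mutant (0.442 to 2.59). Before thinning these shares were 14.0%, 15.6% and 2.50%. A *Smoc2* UMI was found in 24.6%, 26.3% and 17.8% of the thinned cells (51.3%, 37.5% and 24.8% before thinning), and an *Aldh1a2* UMI in 10.9%, 14.1% and 19.2% (23.8%, 24.8% and 28.5% before thinning). The thinned *Aldh1a2* share of the mutant was 6.71 percentage points above the mean of the controls, more than the gap of 3.27 points between them. As a background, 0 of 31, 0 of 91 and 0 of 140 thinned myeloid-like cells held a *Tbx15* UMI. The upper 95% Clopper-Pearson limits of these shares are 11.2%, 3.97% and 2.60%. The limits of control 1 and the mutant are above their thinned *Tbx15* shares in perimysial-like cells, so the thinned myeloid-like cells are too few to place these shares against background. The same counts of 0 and limits hold for *Aldh1a2*, and a *Smoc2* UMI was found in 0, 0 and 1 of these cells. Before thinning, the median depth of these myeloid-like cells was 11017.5, 5379.5 and 5176 UMIs, deeper than the perimysial-like cells of the same library. At that depth 0 of 32, 0 of 98 and 0 of 142 held a *Tbx15* UMI, with upper limits of 10.9%, 3.69% and 2.56%. The unthinned perimysial-like shares of both controls, 14.0% and 15.6%, lie above these limits. That of the mutant, 2.50%, does not.

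**Figure D2:**
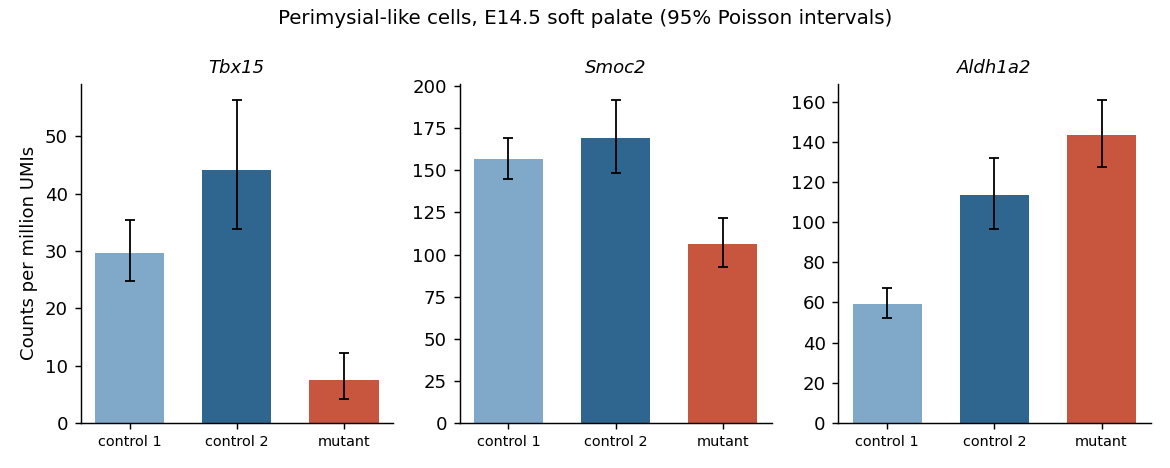
CPM of *Tbx15*, *Smoc2* and *Aldh1a2* in perimysial-like cells of control 1, control 2 and the mutant, each panel with its own vertical axis starting at 0. Bars are the level in 1 library and lines are 95% Poisson intervals of the summed counts, which cover counting error only. *Tbx15* was lowest in the mutant at 7.39 CPM, and *Aldh1a2* ranged from 59.3 CPM in control 1 to 143 CPM in the mutant.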

Consistent with the overlapping of perimysial fibroblast populations in the region of active TGF-β signaling, in our scRNAseq data we found reduced expression of perimysial fibroblast markers *Tbx15* and *Smoc2* in the perimysial population in E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* soft palates relative to controls (Figure 4B and C), while the *Aldh1a2+* perimysial progenitor subpopulation was not affected (Figure 4D). More specifically, *in vivo* expression patterns further showed that *Tbx15+* cells were located predominantly in between the LVP myogenic cells, while *Smoc2* expression was present mostly around the periphery of the myogenic site (Figure 4F and H). Consistent with the scRNAseq analysis, expression of *Tbx15* and *Smoc2* was affected in perimysial cells in *Osr2^Cre^;Tgfbr1^fl/fl^* mice at these respective sites (Figure 4G and I). Also consistent with the scRNAseq analysis, the *Aldh1a2+ *cells located mainly adjacent to the middle pharyngeal constrictor in the control were not affected in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 4J and K). While our recent study showed that Runx2 is a regulator of *Aldh1a2+* early perimysial progenitors (Han et al., 2021), here we identified TGF-β signaling as the main regulator for the fate determination of both populations of the more committed perimysial fibroblasts, suggesting a specific role of TGF-β signaling in late stage-pharyngeal muscle development.

**Figure 4.**
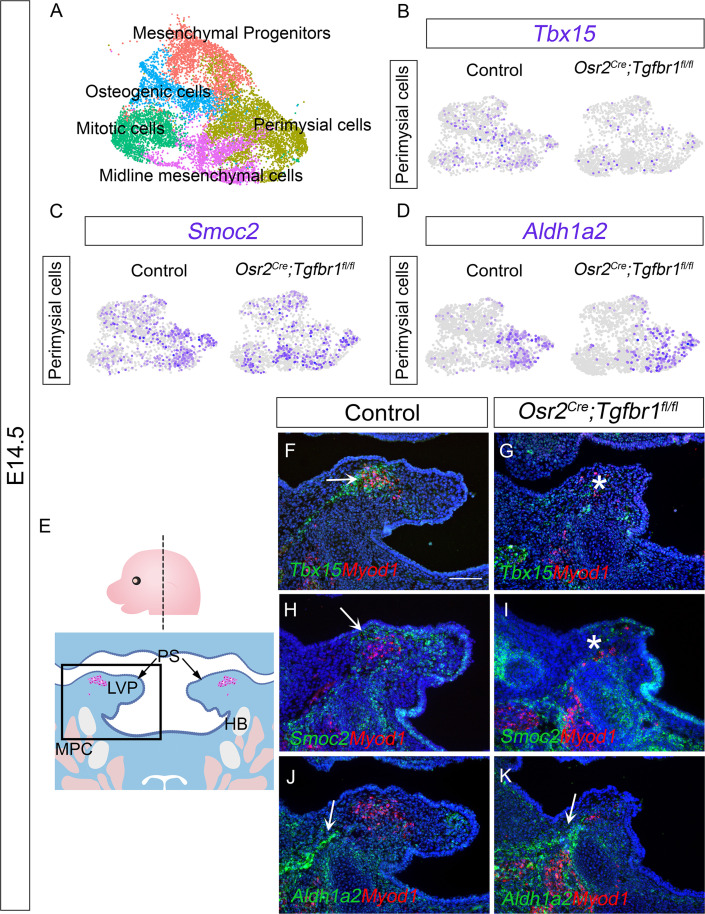
The *Tbx15+* and *Smoc2+* subpopulations are more affected than the *Aldh1a2*+ subpopulation in *Osr2^Cre^;Tgfbr1^fl/fl^* palatal mesenchyme at E14.5. (**A**) UMAP plot of palatal mesenchymal cell clusters from integrated scRNAseq analysis of control and *Osr2^Cre^;Tgfbr1^fl/fl^* soft palates at E14.5. (**B–D**) Feature plot view of expression patterns of perimysial fibroblast markers *Tbx15* (**B**) and *Smoc2* (**C**) and perimysial progenitor marker gene *Aldh1a2* (**D**) in perimysial cells from integrated control and *Osr2^Cre^;Tgfbr1^fl/fl^* palatal mesenchymal cell clusters at E14.5. (**E**) Schematic drawing of orientation and level of the sections (top panel) and coronal sections of LVP region at E14.5 (bottom panel). Boxed area in E indicates the region of F-K. Magenta and salmon colors represent the LVP myogenic cells and the other pharyngeal muscles, respectively. HB, hyoid bone; LVP, levator veli palatini; MPC, middle pharyngeal constrictor; PS, palatal shelves. (**F–K**) RNAScope *in situ* hybridization for *Tbx15* (green), *Smoc2* (green), or *Aldh1a2* (green) colocalization with myogenic markers *Myod1* (red) in coronal sections of LVP region of control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E14.5. Arrows in F, H, J, and K indicate *Tbx15*, *Smoc2*, or *Aldh1a2* expression. Asterisks in G and I show reduced *Tbx15* or *Smoc2* expression. N=3. *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. The scale bar in F indicates 100 μm in F-K.

**Figure 4—figure supplement 1.**
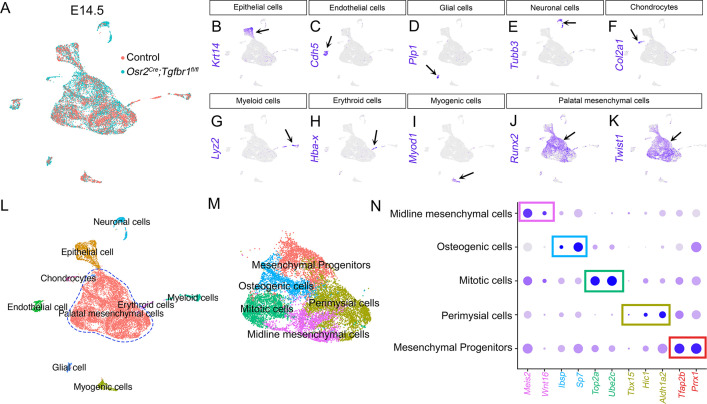
scRNAseq analysis identified distinct populations of palatal mesenchymal cells in E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control (*Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^*) soft palates. (**A**) Integration analysis of scRNAseq from the soft palates of control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E14.5. (**B–**K) Expression patterns of marker genes distinguishing non-mesenchymal cells from palatal mesenchymal cells (*Runx2+/Twist1+*). (**L**) Identification and characterization of different cellular populations in the E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palates. (**M**) UMAP plot of integrated palatal mesenchymal cells of E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palates based on clustering. (**N**) Marker genes from the integration of scRNAseq analysis of individual cellular clusters between *Osr2^Cre^;Tgfbr1^fl/fl^* and control mice at E14.5. Note highlighted markers for perimysial cells: *Tbx15, Hic1,* and *Aldh1a2*.

**Figure 4—figure supplement 2.**
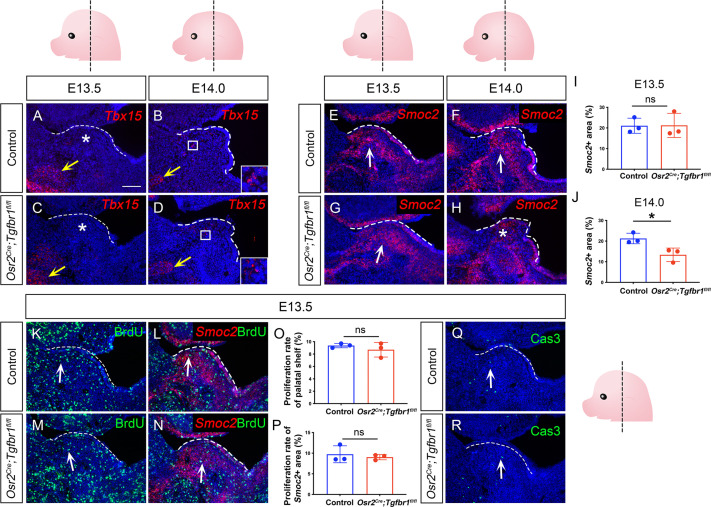
Expression of perimysial markers *Tbx15* and *Smoc2* in E13.5-E14.0 *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palates. (**A–H**) RNAScope *in situ* hybridization for *Tbx15* (red) (**A–D**) and *Smoc2* (red) (**E–H**) in coronal sections of the LVP region of E13.5 and E14.0 control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Boxed areas in B and D are shown enlarged in insets. White arrows point to a positive signal while asterisks indicate absence or reduction of signal in the palatal shelf region. Yellow arrows in A-D point to positive signals in the middle pharyngeal constrictor regions. (**I–J**) Quantification of the percentage of *Smoc2* expressing area out of the entire palatal shelf region for control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E13.5 (**I**) and E14.0 (**J**). *, p≤0.05; ns, not significant. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**K–N**) Immunofluorescence of BrdU (green) (**K and M**) or co-staining with *Smoc2* RNAScope *in situ* hybridization (red) (**L and N**) in coronal sections of the LVP region in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E13.5. White arrows point to an example of a positive BrdU+ signal in the palatal shelf region (**K and M**) or in the *Smoc2+* cells (**L and N**). (**O–P**) Quantification of the percentage of BrdU+ proliferative cells for the entire the palatal shelf (**O**) or *Smoc2+* cells in the palatal shelf (**P**). ns, not significant. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**Q–R**) Immunofluorescence of Caspase 3 (green) in coronal sections of the LVP region in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E13.5. The schematics in the top panel and bottom right panel depict the orientation and level of the sections. The white dotted line outlines the palatal shelf region. *Tgfbr1^fl/fl^* or *Tgfbr1^fl/+^* littermates were used as control for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. N=3 for all experiments. Scale bar in A indicates 100 μm for A-H, K-N, Q, and R. Figure 4—figure supplement 2—source data 1.Source data for Figure 4—figure supplement 2I. Figure 4—figure supplement 2—source data 2.Source data for Figure 4—figure supplement 2J. Figure 4—figure supplement 2—source data 3.Source data for Figure 4—figure supplement 2O. Figure 4—figure supplement 2—source data 4.Source data for Figure 4—figure supplement 2P.

Since TGF-β signaling has been reported to regulate proliferation of the hard palate mesenchyme (Ito et al., 2003), we further investigated whether the loss of *Tbx15* and *Smoc2* at E14.5 in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice was due to the failure of palatal mesenchymal cells to survive, differentiate, and/or proliferate. To evaluate the activation of these two markers during development, we analyzed their expression patterns at E13.5-E14.0 in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. We found that *Tbx15* expression was not activated at early stages: *Tbx15* was not detectable E13.5, and only starting to be activated at a low level by a few cells at E14.0 in both and *Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 4—figure supplement 2A–D). This low level of *Tbx15* increased dramatically at E14.5 in the control (Figure 4F) but failed to increase in a similar manner in *Osr2^Cre^;Tgfbr1^fl/fl^* mice (Figure 4G), suggesting that the reduced *Tbx15* expression at E14.5 was due to a failure of activating the differentiation of *Tbx15+* cells. In parallel, we found that *Smoc2* was expressed extensively in the palatal mesenchyme at E13.5 at comparable levels in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice, and its expression started to reduce in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E14.0 (Figure 4—figure supplement 2E–J). Since the proliferation rate in the palatal shelves and the *Smoc2+* cells were not affected at E13.5 (Figure 4—figure supplement 2K–P), and very few cells were apoptotic in the palatal mesenchyme (less than 1%) in both the control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at this stage (Figure 4—figure supplement 2Q–R), we inferred that the loss of *Smoc2* was likely due to the differentiation defect of the *Smoc2* populations, too. Thus, we concluded that TGF-β signaling is required for the fate determination of both *Tbx15+* and *Smoc2+* perimysial fibroblasts during early palatal mesenchyme development.

### CellChat analysis of soft palatal scRNAseq data identifies putative perimysial-to-myogenic signaling molecules downstream of TGF-β signaling

Since the perimysial fibroblast population is anatomically adjacent to the myogenic cells, they are most likely to be part of a microenvironment that supports myogenesis through signaling communication. To systemically identify potential signaling interactions between these two cell populations, we examined the E13.5-E15.5 integrated soft palatal scRNAseq data with the outgoing signaling analysis of the CellChat package (Han et al., 2021; Jin et al., 2021) to infer enriched intercellular signaling interactions at the single-cell level. In particular, we focused our analysis on signals sent from perimysial fibroblasts and received by myogenic cells. In doing so, we detected several enriched interactions including those between perimysial-derived signaling molecules in ncWnt, FGF, Notch, and BMP signaling pathways (Wnt5a, Fgf18, Dlk1, and Bmp4) and corresponding receptors expressed in the myogenic cells (Fdz4, Fgfr1/4, Notch3, and Bmpr1a/Acvr2b, respectively) (Figure 5A). We also identified other interactions that may be associated with cell behavior through modulating extra-cellular matrices, such as Thrombospondin (Thbs3-Sdc1), Pleiotrophin (Ptn-Ncl), Nectins (Nectin3-Nectin1), Midkine (Mdk-Ncl), and Laminins (Lama4/b1/c1-Dag1) (Figure 5A).

**Figure 5.**
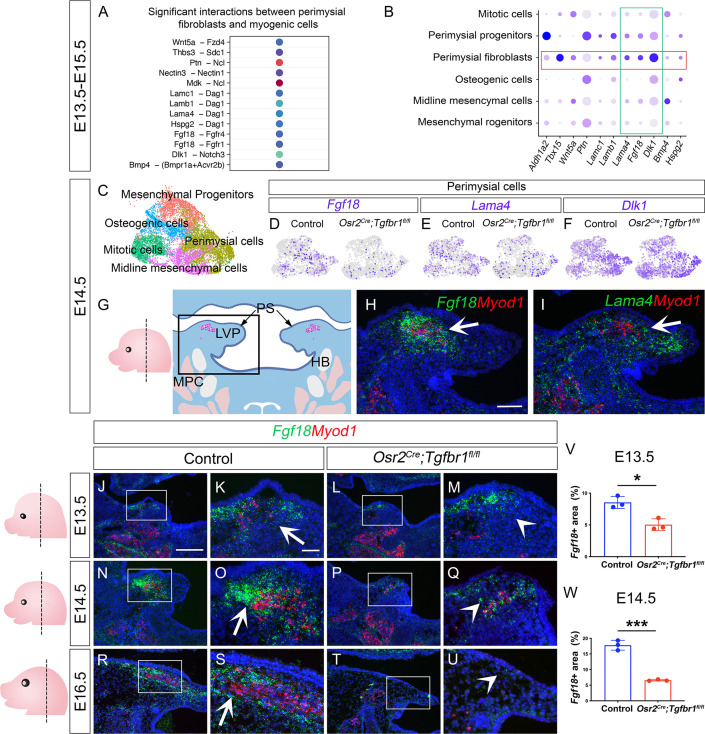
CellChat analysis of soft palatal scRNAseq data identifies putative perimysial-to-myogenic signaling molecules downregulated in *Osr2^Cre^;Tgfbr1^fl/fl^* perimysial fibroblasts. (**A**) CellChat analysis of scRNAseq integration data of E13.5-E15.5 soft palatal tissue showing significant interactions between perimysial fibroblasts and myogenic cells. (**B**) Dot plot of expression patterns of perimysial fibroblast-derived signals in individual cellular clusters of integration scRNAseq from E13.5-E15.5 soft palatal tissue. Note that highlighted signals, *Lama4*, *Fgf18*, and *Dlk1,* are more enriched in the perimysial fibroblasts. (**C**) UMAP plot of palatal mesenchymal cell clusters from integrated scRNAseq analysis of control and *Osr2^Cre^;Tgfbr1^fl/fl^* soft palates at E14.5. (**D–F**) Feature plot view of *Fgf18* (**D**), *Lama4* (**E**), or *Dlk1* (**F**) expression in perimysial cells from the integrated control and *Osr2^Cre^;Tgfbr1^fl/fl^* palatal mesenchymal cell clusters at E14.5. (**G**) Schematic drawing of orientation and level of the sections (left panel) and coronal section of the LVP region (right panel) at E14.5. Boxed area in G indicates the region shown in H-I. The magenta and salmon colors represent the LVP myogenic cells and the other pharyngeal muscles, respectively. HB, hyoid bone; LVP, levator veli palatini; MPC, middle pharyngeal constrictor; PS, palatal shelves. (**H–I**) RNAScope *in situ* hybridization for *Myod1* (red) and *Fgf18* (green) (**H**) or *Lama4* (green) (**I**) in the coronal section of the LVP region at E14.5. White arrows in H and I point to a positive signal. (**J–U**) RNAScope *in situ* hybridization for *Myod1* (red) and *Fgf18* (green) in the coronal section of the LVP region at E13.5 (**J–M**), E14.5 (**N–Q**), and E16.5 (**R–U**) in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Boxed areas in J, L, N, P, R, and T are enlarged in K, M, O, Q, S, and U, respectively. Arrows in K, O, and S point to positive signal; arrowheads in M, Q, and U indicate lack of signal. Left panel schematics depict the orientation and level of the sections. (**V–W**) Quantification of the percentage of *Fgf18* expressing area out of the entire the palatal shelf region for control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice at E13.5 (**V**) and E14.5 (**W**). *, p≤0.05; ***, p≤0.001. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. N=3 for all experiments. *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. The scale bar in H indicates 100 μm in H and I; the scale bar in J indicates 250 μm in J, L, N, P, R, and T; the scale bar in K indicates 50 μm for the rest of the figures. Figure 5—source data 1.Source data for Figure 5U. Figure 5—source data 2.Source data for Figure 5V.

**Figure 5—figure supplement 1.**
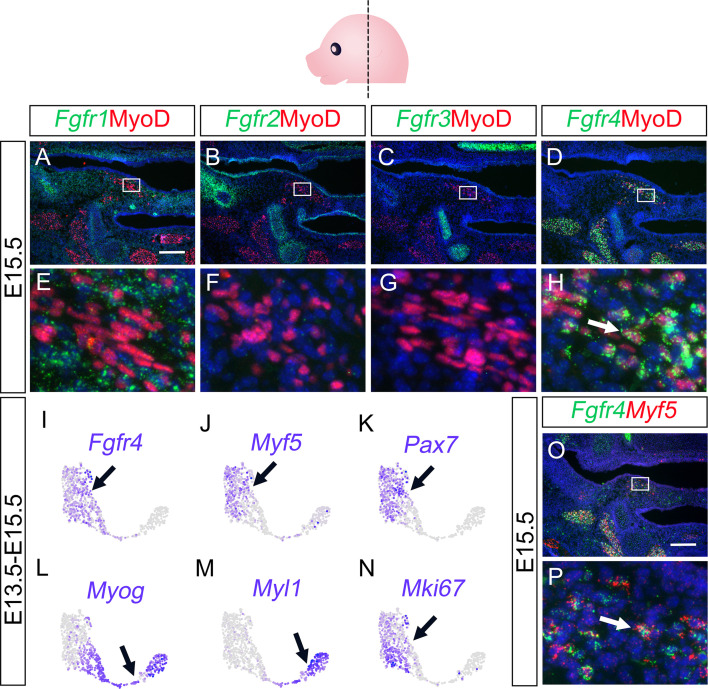
Fgf18 receptor *Fgfr4* is predominantly expressed by myogenic cells in the LVP regions. (**A–H**) Immunofluorescence of MyoD (red) and RNAScope *in situ* hybridization for *Fgfr1* (green) (**A, E**), *Fgfr2* (**B, F**), *Fgfr3* (**C, G**), and *Fgfr4* (**D, H**) in coronal sections of LVP region at E15.5. Boxed areas in A-D are enlarged in E-H, respectively. N=3. (**I–N**) Expression of *Fgfr4*, myogenic markers, and proliferative marker in the myogenic cell population from E13.5-E15.5 soft palatal scRNAseq analysis. Note the expression of *Fgfr4* (**I**) overlaps mainly with that of the myogenic progenitor markers (*Myf5*/*Pax7*) (**J and K**), and proliferative markers (*Mki67*) (**N**), but not with markers of the more differentiated myogenic cells (*Myog/Myl1*) (**L and M**). (**O–P**) RNAScope *in situ* hybridization for *Fgfr4* (green) and *Myf5 (red*) in coronal sections of the LVP region at E15.5. Boxed area in O is enlarged in P. Arrow in P indicates an example of *Fgfr4* expression by *Myf5+* cells. N=3. Scale bars in A and O indicate 200 μm for A-D and O, and 20 μm for E-H and P, respectively.

To identify perimysial-to-myogenic interactions that are functionally required for regulating myogenic fate, we decided to narrow our selection to the signaling molecules more specifically expressed by the perimysial fibroblasts. By checking the expression patterns of these signaling molecules in E13.5-E15.5 soft palatal scRNAseq data, we found that *Lama4*, *Fgf18*, and *Dlk1* are the top three molecules more enriched in the perimysial fibroblasts than in other cells (Figure 5B). This finding suggests they play a more specific role in regulating myogenesis. Among these three molecules, expression of *Fgf18* and *Lama4* was found to be reduced in the *Osr2^Cre^;Tgfbr1^fl/fl^* perimysial cells, whereas *Dlk1* expression appeared unaffected (Figure 5C–F). This suggests that TGF-β signaling could also regulate the expression of perimysial-derived *Lama4* and *Fgf18* during muscle development. 

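*Fgf18* (ENSMUSG00000057967, chromosome 11 of GRCm38 from 33117430 to 33147400) was counted in perimysial-like cells at 44.4 CPM in control 1 (95% Poisson interval 38.2 to 51.2; 187 UMIs), 31.5 CPM in control 2 (23.0 to 42.1; 45 UMIs) and 14.8 CPM in the mutant (9.98 to 21.1; 30 UMIs). The log2 ratio of -1.34 exceeded the gap of 0.50 between the controls, and it was -1.92 over all palatal mesenchymal-like cells. *Lama4* (ENSMUSG00000019846, chromosome 10 from 38965515 to 39110188) was counted at 38.9 CPM in control 1 (33.2 to 45.3), 63.6 CPM in control 2 (51.2 to 78.1) and 44.4 CPM in the mutant (35.7 to 54.5). The mutant level lay between the 2 controls, and the log2 ratio of -0.17 was smaller than their gap of 0.71. Its log2 ratio was -0.52 without control 1 and 0.19 without control 2. With cell cycle genes left out of the clustering genes it was -0.79, below both controls. With at least 200 genes and no mitochondrial limit the levels were 47.8, 61.4 and 46.7 CPM. With doublets kept they were 47.7, 66.1 and 44.4 CPM. In both settings the mutant was below both controls by less than their gap. With variable genes from all genes it was above both, at 46.4, 51.9 and 53.0 CPM, and so it was without integration, from 4 mutant UMIs. Of 6 mesenchymal clusters with at least 20 *Lama4* UMIs in each control, the mutant was below both controls in 5, and the perimysial-like cluster was the exception. *Dlk1* (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) was counted at 2085, 1993 and 1711 CPM. Its log2 ratio of -0.25 was small but larger than the gap of 0.07 between the controls. With TMM scaling its log2 ratio was -0.13, within a gap of 0.19. The ratio was negative in all 15 alternatives, down to -1.28 with perimysial cells chosen by marker rank. In 10 of 14 alternatives with both controls the mutant was below both by more than their gap. Of 9 mesenchymal clusters with at least 20 *Dlk1* UMIs in each control, the mutant was below both controls in 3, the perimysial-like cluster among them.
Among perimysial-like cells thinned to 2000 UMIs, an *Fgf18* UMI was found in 8.38% of the cells of control 1 (95% Clopper-Pearson interval 6.16 to 11.1), 6.49% of control 2 (3.82 to 10.2) and 2.80% of the mutant (1.54 to 4.65), against 25.3%, 13.0% and 5.17% before thinning. A *Lama4* UMI was found in 6.48%, 11.1% and 8.20% of the thinned cells (23.4%, 23.1% and 13.9% before thinning) and a *Dlk1* UMI in 79.8%, 90.5% and 84.2% (93.8%, 94.8% and 88.4% before thinning). In the thinned myeloid-like cells used as background, an *Fgf18* UMI was found in none of the cells of the 3 libraries. The upper 95% Clopper-Pearson limits are 11.2%, 3.97% and 2.60%, the first of them above the thinned *Fgf18* share of control 1. Before thinning, the limits of 10.9%, 3.69% and 3.86% are below the *Fgf18* shares of the perimysial-like cells. A *Lama4* UMI was found in 0.714% of the thinned mutant myeloid-like cells and in none of the controls. A *Dlk1* UMI was found in 16.1%, 5.49% and 5.71% of thinned myeloid-like cells (62.5%, 15.3% and 9.86% before thinning). From its comparison of the 3 genes, the paper proposes that TGF-β signaling could also control the *Lama4* and *Fgf18* made by perimysial cells.

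**Figure D3:**
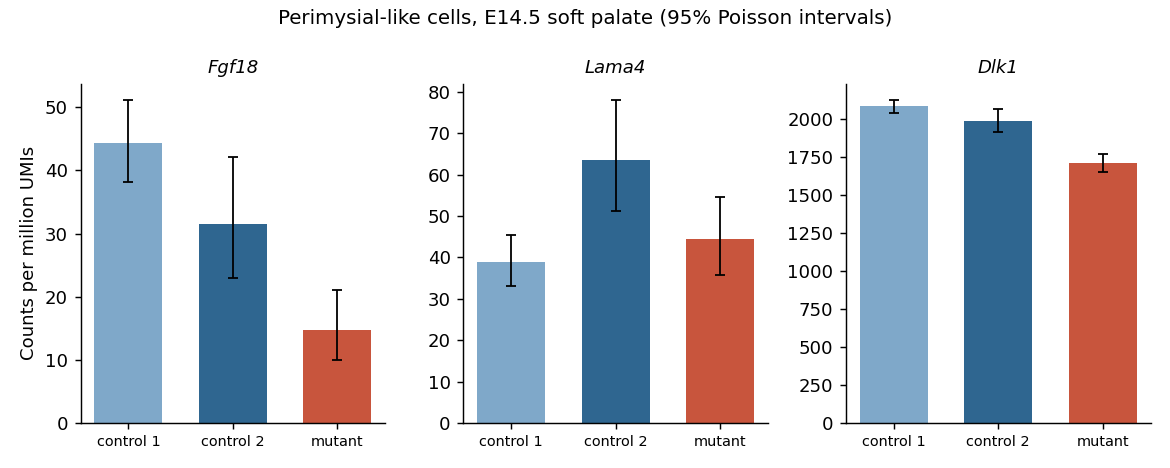
CPM of *Fgf18*, *Lama4* and *Dlk1* in perimysial-like cells of control 1, control 2 and the mutant, each panel with its own vertical axis starting at 0. Bars are the level in 1 library and lines are 95% Poisson intervals of the summed counts, which cover counting error only. *Fgf18* was lowest in the mutant at 14.8 CPM, the *Lama4* level of the mutant lay between those of the controls, and *Dlk1* ranged from 1711 to 2085 CPM.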

*In vivo* expression of these two genes further showed that *Fgf18* expression is more restricted to the region of perimysial fibroblasts (Figure 5H) than that of *Lama4* (Figure 5I), similar to the TGF-β signaling activity. Thus, we identified *Fgf18* as the most likely perimysial-to-myogenic signal regulated by TGF-β signaling to support myogenesis.

To better understand the role of perimysial-myogenic signals during myogenesis, we further investigated the *in vivo* expression of *Fgf18* in perimysial cells during LVP development in control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. We found consistently enriched expression of *Fgf18* in the location of perimysial fibroblasts most adjacent to the myogenic cells between E13.5-E16.5 (Figure 5J–K, N–O, and R–S). Consistent with the scRNAseq analysis, the expression of *Fgf18* in similar locations in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice was reduced compared to the ones in controls (Figure 5L–M, P–Q, and T–W). This reduction of *Fgf18* expression occurred as early as E13.5, during which the defect was apparent in the myogenic cells but not in the palatal mesenchyme, suggesting TGF-β signaling regulates *Fgf18* expression prior to changes to the perimysial cell fates (Figure 5J–M and Figure 4—figure supplement 2A, C, E, and G). Notably, the reduction of the myogenic cells was correlated with the loss of *Fgf18* expression. In the *Osr2^Cre^;Tgfbr1^fl/fl^* soft palate at E14.5, a reduced number of *Myod1+* myogenic cells was detectable in the location of the remnant *Fgf18* expression compared with the presence of myogenic cells in control (Figure 5O and Q). Further, at E16.5, the *Myod1* expression became undetectable as *Fgf18* expression disappeared compared with the abundant presence of both signals in the control (Figure 5R–U). This strong correlation between the perimysial-fibroblast-derived *Fgf18* and *Myod1+* myogenic cells further supported the potential role of Fgf18 in myogenesis. We therefore next evaluated the expression of FGF receptors in the MyoD+ myogenic cells to test whether myogenic cells could receive an Fgf18 signal. Consistent with CellChat predictions, perimysial fibroblast-derived Fgf18 signals were more likely to communicate with Fgfr1 and/or Fgfr4 in the myogenic cells, which did not express *Fgfr2* or *Fgfr3* (Figure 5—figure supplement 1B, C, F, and G). Though *Fgfr1* is expressed extensively in the palatal mesenchymal cells and weakly in myogenic cells (Figure 5—figure supplement 1A and E), *Fgfr4* showed more specific and stronger expression in the myogenic cells (Figure 5—figure supplement 1D and H). To further explore which myogenic subpopulation may respond to the Fgf18 signals, we examined the expression pattern of *Fgfr4* in the myogenic cells from the E13.5-E15.5 soft palatal scRNAseq data. We found that *Fgfr4* expression was mostly enriched in the myogenic cells expressing early myogenic markers *Myf5* and *Pax7* (Figure 5—figure supplement 1I–K), but not in the more differentiated cells (*Myog+/Myl1+*) (Figure 5—figure supplement 1L and M). Interestingly, these myogenic progenitor cells also expressed the proliferative marker *Mki67* (Figure 5—figure supplement 1N), consistent with the proliferative status of myogenic progenitors. Consistent with the scRNAseq analysis, *Myf5+* cells co-expressed *Fgfr4* in the palatal shelf sections *in vivo* (Figure 5—figure supplement 1O and P). Thus, perimysial-fibroblast-derived Fgf18 may signal to Fgfr4 in the myogenic progenitors to orchestrate myogenic cell fate and promote their proliferation.

### Smad2/3 and Creb5 cooperatively regulate Fgf18 signaling for pharyngeal muscle development

To investigate how TGF-β signaling serves as a key regulator of perimysial-to-myogenic communication, particularly Fgf18 signaling, we first explored whether TGF-β signaling mediators Smad2/3 can directly bind to the promoter region of *Fgf18*. Using JASPAR TF binding sites (TFBSs) predictions incorporated in the UCSC Genome Browser (Castro-Mondragon et al., 2022), we identified that several putative TFBSs for Smad2/3 are present in the promoter region 2 kb upstream of the transcription start site (TSS) (Figure 6A) and focused on the binding motif at chr11:33098353–33098362, which had the highest predicted binding score, since it is most likely to be the binding site (Figure 6A). Using a Cut and Run assay for Smad2/3, we identified significantly greater binding Smad2/3 to DNA fragments around this binding motif when compared to IgG control (Figure 6B), suggesting direct binding of Smad2/3 to this predicted TFBS in the *Fgf18* promoter region.

**Figure 6.**
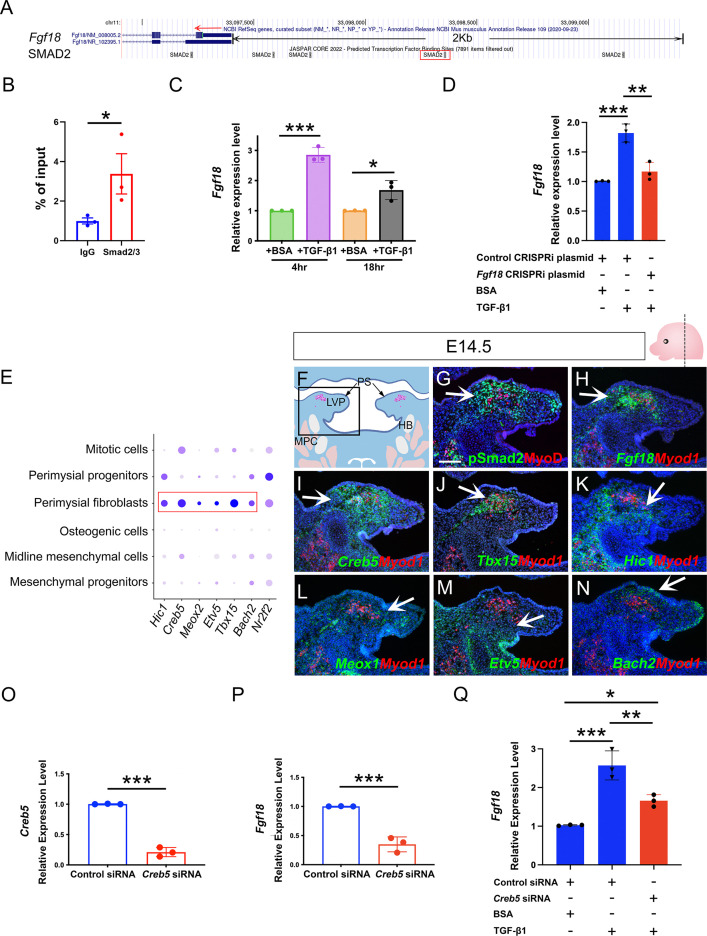
Perimysial fibroblast-specific regulon Creb5, identified by SCENIC analysis, cooperates with TGF-β signaling to regulate *Fgf18*. (**A**) UCSC binding prediction of SMAD2 binding motif to the promoter of *Fgf18* gene. The boxed area indicates the binding site with the highest score. (**B**) Cut and Run analysis shows significantly more enriched Smad2/3 binding to the promoter region of the *Fgf18* gene close to the predicted binding site than that of IgG in the soft palatal tissue of the control mice at E14.5. *, p-value ≤0.05. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**C**) qPCR analysis of *Fgf18* expression in E14.5 soft palatal mesenchymal cell culture after treatment with 5 ng/ml TGF-β1 or BSA compared after 4 or 18 hr. Note the increase of *Fgf18* at 4 hr is higher than at 18 hr. *, p≤0.05; ***; p≤0.001. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**D**) qPCR analysis of *Fgf18* expression of E14.5 soft palatal mesenchymal cell culture transfected with *Fgf18* or Control CRISPRi plasmid followed by treatment with 5 ng/ml TGF-β1 or BSA for 4 hr. ‘+’ or ‘-’ under the plots indicates the presence or absence of the indicated treatment. **, p≤0.01; ***, p≤0.001. Statistical significance was assessed by ANOVA. Data is presented as mean ± SEM. (**E**) Dotplot of perimysial fibroblast regulon expression pattern in individual cellular clusters of integrated scRNAseq from E13.5-E15.5 soft palatal tissue. Highlighted regulons are more enriched in the perimysial fibroblasts. (**F**) Schematic drawing of coronal section of the LVP region at E14.5. Boxed area in E indicates the region shown in G-N. The magenta and salmon colors represent the LVP myogenic cells and the other pharyngeal muscles, respectively. HB, hyoid bone; LVP, levator veli palatini; MPC, middle pharyngeal constrictor; PS, palatal shelves. (**G**) Immunofluorescence of MyoD (red) and pSMAD2 (green) in the coronal section of the LVP region at E14.5. (**H–N**) RNAScope *in situ* hybridization for *Myod1* (red) and *Fgf18* (green) (**H**), *Creb5* (green) (**I**), *Tbx15* (green) (**J**), *Hic1* (green) (**K**), *Meox1* (green) (**L**), *Etv5* (green) (**M**), or *Bach2* (green) (**N**) in coronal sections of the LVP region at E14.5. Arrows indicate positive signals. (**O–P**) qPCR analysis of *Creb5* (**O**) and *Fgf18* expression (**P**) after *Creb5* siRNA treatment on E14.5 soft palatal mesenchymal cell culture compared with the control siRNA. ***, p≤0.001. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**Q**) qPCR analysis of *Fgf18* expression following *Creb5* siRNA treatment combined with 5 ng/ml TGF-β1 or BSA on E14.5 soft palatal mesenchymal cell culture, compared with the control siRNA. ‘+’ or ‘-’ under the plots indicates the presence or absence of the indicated treatment. *, p≤0.05; **, p≤0.01; ***, p≤0.001. Statistical significance was assessed by ANOVA. Data is presented as mean ± SEM. N=3 for all experiments. *Tgbfr1^fl/fl^* or *Tgbfr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Scale bar in G indicates 100 μm in G-N. Figure 6—source data 1.Source data for Figure 6B. Figure 6—source data 2.Source data for Figure 6C. Figure 6—source data 3.Source data for Figure 6D. Figure 6—source data 4.Source data for Figure 6O. Figure 6—source data 5.Source data for Figure 6P. Figure 6—source data 6.Source data for Figure 6Q.

**Figure 6—figure supplement 1.**
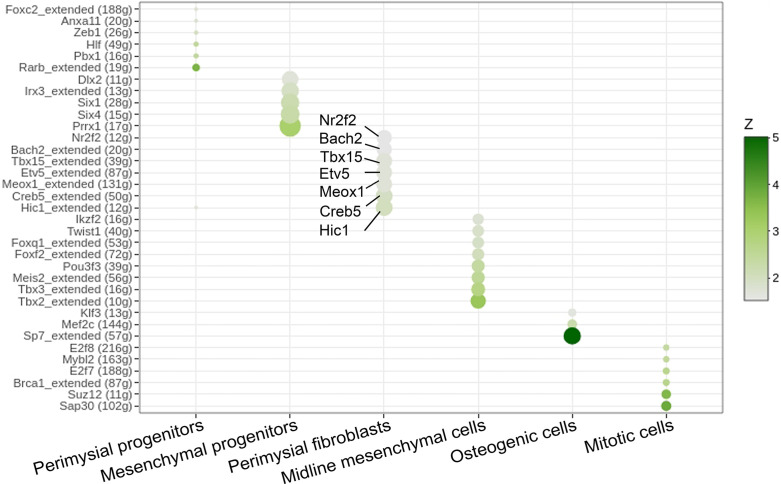
SCENIC analysis identified individual cell type-specific regulons from E13.5-E15.5 soft palatal scRNAseq data. Dot plot indicates predicated regulons for perimysial progenitors, mesenchymal progenitors, perimysial fibroblasts, midline mesenchymal cells, osteogenic cells, and mitotic cells. Note the regulons identified for perimysial fibroblasts are *Hic1*, *Creb5, Meox1*, *Etv5*, *Tbx15*, *Bach2*, and *Nr2f2*.

**Figure 6—figure supplement 2.**
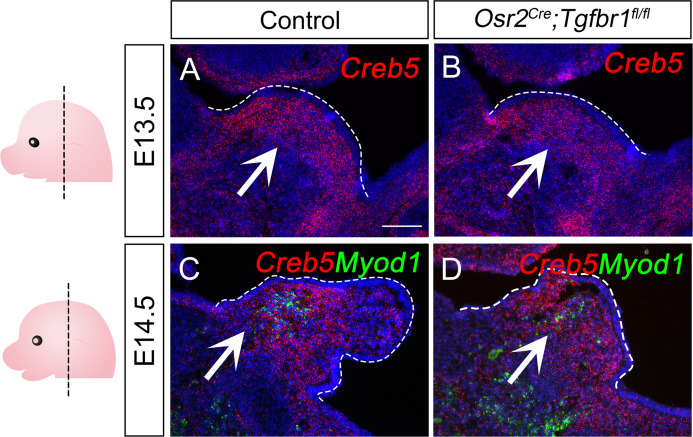
*Creb5* expression in E13.5-E14.5 *Osr2^Cre^;Tgfbr1^fl/fl^* and control soft palates. (**A–B**) RNAScope *in situ* hybridization for *Creb5* (red) expression in coronal sections of LVP region of E13.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. (**C–D**) RNAScope *in situ* hybridization for *Creb5* (red) and *Myod1* (green) expression in coronal sections of LVP region of E14.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* mice. White arrows point to positive signals. Dotted line outlines the palatal shelf regions. N=3 for all experiments. *Tgfbr1^fl/fl^* or *Tgfbr1^fl/+^* littermates were used as controls for *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Scale bar in A indicates 100 μm for A-D.

**Figure 6—figure supplement 3.**
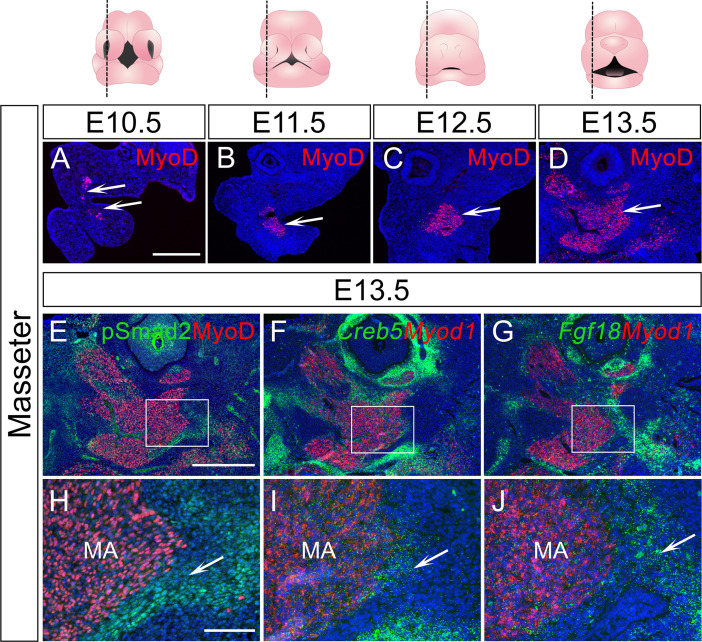
TGF-β signaling, *Creb5*, and *Fgf18* are expressed in a similar region of the perimysial cells of the masseter at E13.5. (**A–D**) Immunofluorescence of MyoD (red) in sagittal sections of control mouse head in the masseter region at E10.5 (**A**), E11.5 (**B**), E12.5 (**C**), and E13.5 (**D**). White arrows in A-D point to forming masseter. (**E and H**) Immunofluorescence of MyoD (red) and pSMAD2 (green) in sagittal sections of control mouse head in the masseter muscle region at E13.5. Boxed area in E is enlarged in H. The white arrow in H points to a positive signal. (**F–G and I–J**) RNAScope *in situ* hybridization for *Myod1* (red) and *Creb5* (green) (**F and I**) or *Fgf18* (green) (**G and J**) in sagittal sections of control mouse heads at in the masseter region E13.5. Boxed areas in F and G are enlarged in H and I, respectively. White arrows in I and J point to positive signals. MA, masseter. N=3 for all experiments. Scale bars in A and E indicate 500 μm for A-D and E-F, respectively; scale bar in H indicates 100 μm in H-J.

To further test the functional requirment of this TFBS, we repressed the transcription initiation of this TFBS using a CRISPRi system that sterically prevents the association between DNA motifs and transcription factors when the gRNA is targeting the promoter region (Larson et al., 2013), which have also been used for functional analysis of transcription binding sites (Stuart et al., 2021). We designed a CRISPRi plasmid (*Fgf18* CRISPRi Plasmid) whereby the gRNA guides the CRISPRi complex to target only this Smad2/3 binding site, as other binding sites are located distantly, hence blocking its transcriptional activity. Since gRNAs for CRISPRi are reported to have an optimal target effect within a range of 150 bp (MacLeod et al., 2019), we examined gRNA targeting sites from +150 bp to -150 bp around the TFBS and identifed a gRNA with the highest targeting efficency and lowest off-target rate, targeting very close to (47 bp downstream of) the TFBS. Next, we transfected the *Fgf18* or control CRISPRi plasmid into the cultured soft palatal mesenchymal cells and compared the response of these cells to TGF-β1 treatment. Since cellular response to TGF-β ligands can be transient rather than accumulative (Sorre et al., 2014), we first identified the optimal time to analyze *Fgf18* expression levels in the soft palatal mesenchymal cells following TGF-β1 treatment. Consistent with previous studies which found that pSmad2 activity starts to decline around 5 hr following TGF-β1 treatment (Inman et al., 2002), we found that 4 hr of TGF-β1 treatment led to a significant increase of Fgf18 expression, which reduced when analyzed 18 hr post-treatment (Figure 6C). Thus, 4 hr post-treatment was used as the time point for evaluating the cellular response to the TGF-β1 treatment in the following experiments. Compared with the control CRISPRi plasmid, *Fgf18* CRISPRi plamid significantly attenuated the increase in expresssion of *Fgf18* following TGF-β1 treatment (Figure 6D). This finding suggested that the binding to this TFBS in the *Fgf18* promoter region is functionally required for the TGF-β-Smad2/3 signaling cascade to directly activate *Fgf18* expression.

The biological effects of TGF-β signaling are contextual (Morikawa et al., 2016). One mechanism for cell-type-specific response to TGF-β signaling is through the cooperation with cell-type-specific master transcription factors, which enable TGF-β signaling to specifically affect the cell-type-specific genes bound by these master regulators (Mullen et al., 2011). To identify master regulators that help TGF-β signaling activate a perimysial-specific response in palatal mesenchymal cells, we performed Single-Cell Regulatory Network Interference and Clustering (SCENIC) analysis using E13.5-E15.5 soft palatal scRNAseq data (Aibar et al., 2017; Han et al., 2021). We identified that gene regulatory networks (GRNs) mediated by *Hic1*, *Creb5, Meox1*, *Etv5*, *Tbx15*, *Bach2*, and *Nr2f2* are most associated with perimysial fibroblasts (Figure 6—figure supplement 1). The expression patterns of these genes in scRNAseq data indicated that *Hic1*, *Creb5, Meox1, Etv5, Tbx15, and Bach2* are more enriched and specific to the perimysial fibroblasts than other palatal mesenchymal populations, and are thus more likely to be associated with the perimysial fibroblast-specific cell behaviors (Figure 6E). Next we explored whether these identfied perimysial factors could interact with TGF-β signaling to activate perimysial-specific TGF-β downstream genes such as *Fgf18*. Among the perimysial-associated factors, Creb5 has been reported to be required for TGF-β signaling to induce *Prg4* expression during chondrocyte development (Zhang et al., 2021). *In vivo* expression patterns further validated that, among these regulatory genes (Figure 6I–N), *Creb5* was most abundantly expressed in the perimysial fibroblasts (Figure 6I), similar to that of *Fgf18* and TGF-β signaling activity (Figure 6G and H). Moreover, unlike that of *Tbx15*, *Creb5* expression was present in the palatal mesenchyme as early as E13.5, similar to TGF-β signaling activity and *Fgf18* expression (Figure 6—figure supplement 2A). Since its expression did not change in the mutant from E13.5 to E14.5, it is likely to function as a partner rather than a downstream target of the TGF-β signaling (Figure 6—figure supplement 2A–D). We thus hypothesized that Creb5 is likely one of the candidates that may function cooperatively with TGF-β signaling to activate perimysial-specific signaling genes such as *Fgf18*. To test the function of Creb5, we first evlauated its role in regulating *Fgf18* expression using E14.5 soft palatal mesenchymal cell culture and found that reduction of *Creb5* in soft palatal mesenchymal cells led to reduction of *Fgf18* expression (Figure 6O and P), indicating that Creb5 can regulate *Fgf18* expression. To evaluate the cooperation of Creb5 and TGF-β signaling, we compared the increase of *Fgf18* following TGF-β1 treatment with or without *Creb5* reduction, and found that reducing *Creb5* signficantly attenuated the increase of *Fgf18* expression in soft palatal mesenchymal cells (Figure 6Q), suggesting that TGF-β signaling requires cooperation with Creb5 to efficiently activate downstream targets like *Fgf18* in the perimysial fibroblasts. Furthermore, we also found that TGF-β signaling activity (pSmad2), *Creb5* and *Fgf18* are also expressed in a similar pattern in the perimysial cells during the development of the other pharyngeal muscles, such as the first pharyngeal arch-derived masseter muscle (Figure 6—figure supplement 3), confirming the possibility that this TGF-β signaling and Creb5 cooperation in regulating perimysial signals, which we identified using the soft palatal muscle model, can plausibly be extended to other craniofacial muscles.

### Fgf18 reduction in perimysial cells leads to reduced myogenic cells in the LVP region of *Osr2^Cre^;Fgf18^fl/fl^* mice while Fgf18 restoration partially rescues myogenic defects in *Osr2^Cre^;Tgfbr1^fl/fl^* samples

To test whether perimysial-derived Fgf18 is functionally required for myogenesis, we generated *Osr2^Cre^;Fgf18^fl/fl^* mice. Unlike in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice, loss of *Fgf18* in the *Osr2^Cre^;Fgf18^fl/fl^* mice did not result in any obvious palatal shelf formation defects compared to the control mice at birth (Figure 7A–D), consistent with recent studies demonstrating that Fgf18 is not required for the development of mesenchymal cells themselves in the hard palate (Xu et al., 2016; Yue et al., 2021). In contrast, the sizes of the soft palatal muscles of the *Osr2^Cre^;Fgf18^fl/fl^* mice appeared to be smaller than those of controls, which was especially obvious in the posterior part of the LVP (Figure 7G and H). This was probably due to the difference in muscle fiber organization in the anterior and posterior parts of the LVP. The LVP consists of muscle fibers oriented both parallel and perpendicularly to the section plane in the anterior region (Figure 7I) and predominantly perpendicularly in the posterior region (Figure 7K). While all the fibers appear more sparse in the anterior and posterior LVP of the *Osr2^Cre^;Fgf18^fl/fl^* mice (Figure 7J and L), the perpendicular fibers are significantly reduced (Figure 7J). This reduction of LVP muscle size was confirmed by reduced muscle cross-section area (Figure 7M–Q) and muscle volume (Figure 7R–V) in the *Osr2^Cre^;Fgf18^fl/fl^* mice compared with the controls. To further analyze the progression of muscle defects, we assessed the soft palatal and myogenic phenotypes from E14.5 onwards (Figure 7—figure supplement 1). While the MyoD+ myogenic cells appeared comparable in the control and *Osr2^Cre^;Fgf18^fl/fl^* LVP at E14.5 (Figure 7—figure supplement 1A–E), the myogenic cells in the *Osr2^Cre^;Fgf18^fl/fl^* mice started to appear progressively reduced compared to the control, and this difference became more apparent at E16.5 (Figure 7—figure supplement 1F–J), confirming the role of Fgf18 in late-stage myogenesis. We also confirmed that the loss of functional Exon1C of *Fgf18* is efficient in the *Osr2^Cre^;Fgf18^fl/fl^* soft palatal shelves (Figure 7—figure supplement 1K–N). Taken together, these findings suggest that Fgf18 may not be required for determining the fate of palatal mesenchymal cells themselves, but rather may serve as a paracrine molecule for the myogenic cell development.

**Figure 7.**
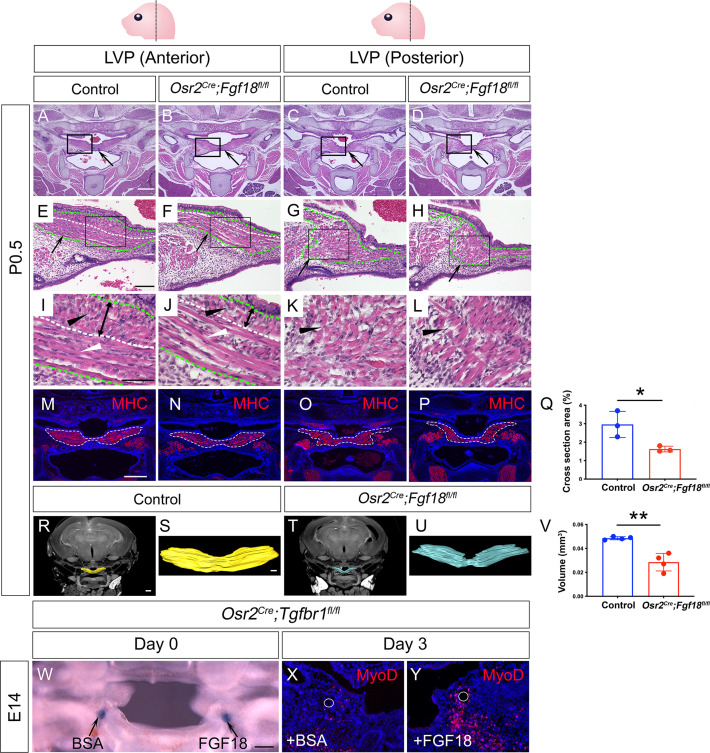
Myogenic cells are reduced in the LVP region of *Osr2^Cre^;Fgf18^fl/fl^* mice, while Fgf18 increases MyoD+ myogenic cells in *Osr2^Cre^;Tgfbr1^fl/fl^* soft palate slice cultures. (**A–L**) H&E staining in coronal sections of LVP region at P0.5 from control and *Osr2^Cre^;Fgf18^fl/fl^* mice. Boxed areas in A-D and E-H are enlarged in E-H, and I-L, respectively. Black arrows point to the palatal shelf in A-D and the LVP in E-H. Green dotted line outlined the LVP in E-H. Black and white triangles point to perpendicular muscle fibers in I-L and parallel fibers in I-J. The white dotted line indicates the boundaries of perpendicular and parallel fibers in E, F, I, and J. Double-ended arrows indicate the thickness of perpendicular fibers in I and J. N=4. (**M–Q**) Immunofluorescence and quantification of MHC (red) staining on coronal section of the LVP region of control *Osr2^Cre^;Fgf18^fl/fl^* mice at P0.5. MHC+ areas in the LVP region for quantification of cross-section areas are outlined by white dashed lines in M-P. The percentage of MHC-stained area out of the whole image area is used for quantification in Q. *, p≤0.05. N=3. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**R–V**) CT scanning and quantitative analysis of the muscle volume of control and *Osr2^Cre^;Tgfbr1^fl/fl^* LVP at P0.5. A representative reconstructed control LVP from CT scanning is indicated in yellow (**R and S**) and an *Osr2^Cre^;Tgfbr1^fl/fl^* reconstructed LVP is indicated in teal (**T and U**). **, p≤0.01. N=4. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**W**) A 300 μm coronal slice of the LVP region at E14 from *Osr2^Cre^;Fgf18^fl/fl^* mouse for slice culture following bead implantation. Arrows point to BSA- or FGF18-treated bead. (**X–Y**) Immunofluorescence of MyoD (red) in the coronal section of LVP region from *Osr2^Cre^;Fgf18^fl/fl^* mouse cultured for 3 days with BSA bead (**X**) and FGF18 bead (**Y**). White circles indicate the location of the BSA beads in X and FGF18 beads in Y. N=3. *Fgf18^fl/fl^* or *Fgf18^fl/+^* littermates were used as controls for *Osr2^Cre^;Fgf18^fl/fl^* mice. Scale bars in A, E, I, M, R, S, and W indicate 500 μm in in A-D, 100 μm in E-H, 50 μm in I-L, 400 μm in M-P, 400 μm in R and T, 100 μm in S and U, and 100 μm in W-Y, respectively. Figure 7—source data 1.Source data for Figure 7Q. Figure 7—source data 2.Source data for Figure 7V.

**Figure 7—figure supplement 1.**
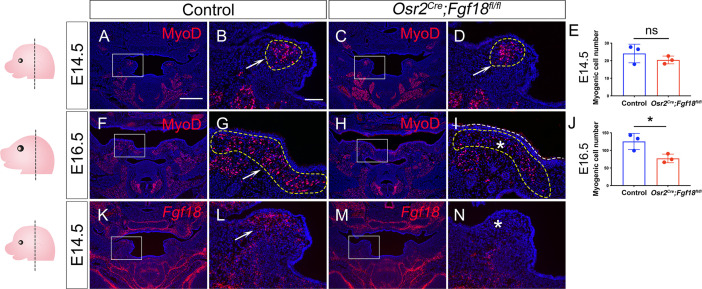
*Osr2^Cre^;Fgf18^fl/fl^* mice exhibit myogenic defects during LVP development. (**A–J**) Immunofluorescence and quantification of MyoD (red) in coronal section of LVP region at E14.5 (**A–E**) and E16.5 (**F–J**) from control and *Osr2^Cre^;Fgf18^fl/fl^* mice. Boxed areas in A, C, F, and H are enlarged in B, D, G, and I, respectively. White arrows in B, D, and G point to the presence of MyoD+ cells. The white asterisk in I indicates a decrease of MyoD+ cells in E16.5 *Osr2^Cre^;Fgf18^fl/fl^* mice. Note that the myogenic cell numbers in E14.5 are comparable between control and *Osr2^Cre^;Fgf18^fl/fl^* mice at E14.5 (**E**) but are significantly decreased in the mutant at E16.5 (**J**). *, p≤0.05; ns, not significant. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. Yellow dotted line outlines the myogenic regions where the qualification analysis was performed. (**K–N**) BaseScope *in situ* hybridizations of *Fgf18* Exon1C (red) in the coronal section of LVP region at E14.5 from control and *Osr2^Cre^;Fgf18^fl/fl^* mice. Boxed areas in K and M are enlarged in L and N, respectively. The white arrow in L points to a positive signal, and the asterisk in N points to a reduced signal. Left panel schematics depict the orientation and level of the sections. N=3 for all experiments. *Fgf18^fl/fl^* or *Fgf18^fl/+^* littermates were used as controls for *Osr2^Cre^;Fgf18^fl/fl^* mice. Scale bar in A indicates 500 μm in A, C, F, H, K, and M; scale bar in B indicates 100 μm in B, D, G, I, L, and N. Figure 7—figure supplement 1—source data 1.Source data for Figure 7—figure supplement 1E. Figure 7—figure supplement 1—source data 2.Source data for Figure 7—figure supplement 1J.

**Figure 7—figure supplement 2.**
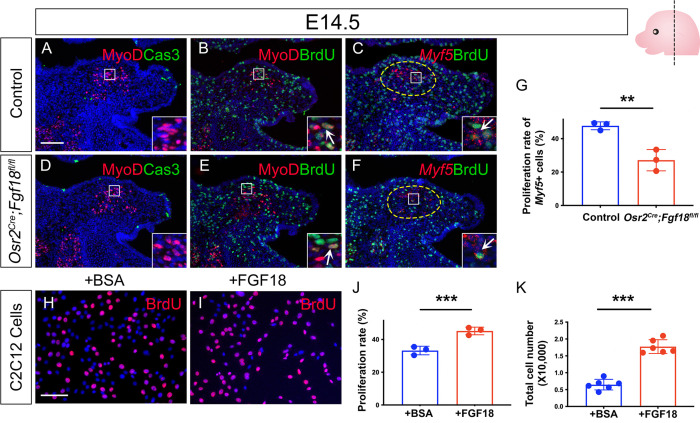
Loss of *Fgf18* in *Osr2^Cre^;Fgf18^fl/fl^* mice leads to defective proliferation of *Myf5+* myogenic cells during LVP development, while exogenous FGF18 can increase the proliferation of C2C12 myogenic cells. (**A–F**) Immunofluorescence and RNAScope *in situ* hybridization for MyoD (red) and Caspase 3 (**A and D**), MyoD (red) and BrdU (green) (**B and E**), and *Myf5* (red) and BrdU (green) (C and F) in coronal sections of LVP region at E14.5 from control and *Osr2^Cre^;Fgf18^fl/fl^* mice. Insets are enlarged from the boxed areas. Yellow dotted line outlines the myogenic regions where the qualification analysis was performed. N=3. *Fgf18^fl/fl^* or *Fgf18^fl/+^* littermates were used as controls for *Osr2^Cre^;Fgf18^fl/fl^* mice. The schematic in the top right corner depicts the orientation and level of the section. (**G**) Quantification of the percentage of BrdU+/*My5* + double-positive cells out of the total *Myf5* + cells in the LVP region from E14.5 control and *Osr2^Cre^;Fgf18^fl/fl^* mice. **, p≤0.01. N=3. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**H–J**) Immunofluorescence and quantification of BrdU (red) staining on C12C12 myogenic ells following 1 day of treatment with BSA or 500 ng/ml FGF18. Proliferative rate is calculated by the percentage of BrdU+ cells out of the total number of cells. ***, p≤0.001. N=3. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. (**K**) Quantification of total number of C12C12 myogenic cells after culture for 3 days with BSA or 500 ng/ml FGF18. ***, p≤0.001. N=6. Statistical significance was assessed by unpaired t-test with two-tailed calculations. Data is presented as mean ± SEM. Scale bar in A indicates 100 μm for A-F and 30 μm for the insets in A-F; scale bar in H indicates 200 μm for H-I. Figure 7—figure supplement 2—source data 1.Source data for Figure 7—figure supplement 2G. Figure 7—figure supplement 2—source data 2.Source data for Figure 7—figure supplement 2J. Figure 7—figure supplement 2—source data 3.Source data for Figure 7—figure supplement 2K.

To further investigate how loss of *Fgf18* led to reduce myogenic cells form E14.5 onwards, we analyzed change of proliferation and cell survival of myogenic cells in *Osr2^Cre^;Fgf18^fl/fl^* mice compared with the controls. At this stage, the myogenic cells in *Osr2^Cre^;Fgf18^fl/fl^* mice and controls are rarely apoptotic (Figure 7—figure supplement 2A and D), but display proliferative activity in both mutants and controls (Figure 7—figure supplement 2B and E). Therefore, we focused on analyzing the proliferative status of the myogenic cells. Since *Myf5* expression was mostly associated with proliferating cells with enriched *Fgfr4* expression, we next compared the proliferative status of the *Myf5+* myogenic progenitors specifically in *Osr2^Cre^;Fgf18^fl/fl^* and control mice. We could see a significant reduction of proliferation of *Myf5+* cells in *Osr2^Cre^;Fgf18^fl/fl^* mice (Figure 7—figure supplement 2C, F, and G), suggesting that loss of *Fgf18* led to reduced myogenic progenitor proliferation in the *Osr2^Cre^;Fgf18^fl/fl^* mice, which ultimately led to smaller muscle mass. Furthermore, to confirm that Fgf18 could directly work on myogenic cells, we treated C2C12 mouse myogenic cells, which we maintained as undifferentiated myoblasts in growth medium, with FGF18 and found that the proliferation rate of the C2C12 cells significantly increased in growth medium as early as 1 day later (Figure 7—figure supplement 2H–J), eventually leading to significantly increased C12C2 cell numbers at 3 days post-treatment (Figure 7—figure supplement 2K), supporting the role of Fgf18 in directly regulating myogenic progenitor proliferation *in vivo*.

To test whether Fgf18 treatment could restore some of the severe muscle formation defects following the loss of TGF-β signaling in *Osr2^Cre^;Tgfbr1^fl/fl^* mice, we optimized an organ culture system (Alfaqeeh and Tucker, 2013; Humpel, 2015) to culture 300 μm-thick slices of embryonic head tissues containing the LVP region. This enabled the maintenance of the three-dimensional structure of the pharyngeal region and allowed for efficient nutrient penetration and bead implantation (Figure 7W). Using this culture system, we found that FGF18 bead treatment in the soft palatal shelves led to increased MyoD+ cells compared with BSA beads in *Osr2^Cre^;Tgfbr1^fl/fl^* slice cultures (Figure 7X and Y). This suggests that Fgf18 is one of the key regulators of perimysial-to-myogenic signaling affected in the LVP in the *Osr2^Cre^;Tgfbr1^fl/fl^* mice. Taken together, our studies identified that TGF-β signaling interacts with perimysial regulator Creb5 to specify the perimysial-to-myogenic signaling, such as Fgf18, in individual pharyngeal muscle development.

## Discussion

In the later stage of pharyngeal muscle development, myogenic progenitors migrate into discrete myogenic sites to form individual muscle anlagen anatomically resembling their adult counterparts (Noden and Francis-West, 2006; Sambasivan et al., 2011; Shih et al., 2008; Ziermann et al., 2018). How these fine-tuned individual muscles form the right morphology at the right location in order to perform their physiological functions remains largely unknown. Here, using the pharyngeal muscle LVP as a model, our study reveals that an important aspect of this mechanism is the establishment of a distinct pro-myogenic perimysial subdomain adjacent to the myogenic site. The cells in this domain have unique identities and regulatory mechanisms distinct from the rest of connective tissue cell populations within the palatal mesenchyme, enabling perimysial cells to uniquely provide various pro-myogenic signals and define specific myogenic sites to support region-specific myogenesis. Using unbiased screening with scRNAseq analysis combined with mouse genetic approaches, we identified TGF-β signaling as a predominant and specific regulator for perimysial cell fate determination during this stage, and perimysial transcriptional factor Creb5 assists TGF-β signaling to achieve functional specificity in supporting pharyngeal myogenesis via pro-myogenic signals such as Fgf18.

In early myogenesis, CNC cells have also been shown to induce myogenic differentiation by secreting both BMP and Wnt inhibitors to antagonize the dorsal neural tube-derived BMP and Wnt signaling molecules that repress craniofacial skeletal muscle formation (Tzahor et al., 2003). In the later developmental stages, when the CNC-derived palatal mesenchymal cells are more differentiated and patterned into distinguishable functional domains, we have the optimal opportunity to explore a specific regulatory mechanism of myogenesis. We found that during the LVP development, the late perimysial population (perimysial fibroblasts) with the most active TGF-β signaling is also distributed according to a muscle-specific pattern in both the fourth pharyngeal arch-derived LVP and first pharyngeal arch-derived masseter muscle; and this TGF-β signaling function is required for the formation of the muscle analgen of both the LVP and masseter (Han et al., 2014). Similarly, in limb muscle development, a group of pre-patterned *Tcf4+* limb mesodermal cells also pre-determines the basic pattern of the muscles (Kardon et al., 2003). This indicates a potentially universal mechanism in which a pre-defined perimysial domain distinct from the rest of the connective tissues is required to establish specific myogenic sites that allow for proper muscle analge specification in late developmental stages.

By investigating perimysial-to-myogenic communication in this study, we have identified pro-myogenic signaling from the neighboring late perimysial cells (perimysial fibroblasts). It thus appears that these embryonic myogenic progenitors may also require ‘embryonic niches’ to support their contribution to muscle development at specific myogenic sites. In adults, muscle stem cells – satellite cells – reside in specific niches, and their ability to potentiate muscle repair and regeneration is also supported by signals from these niches (Andersen et al., 2013; Relaix et al., 2021). By comparing the ‘adult muscle stem cell niche’ with the ‘embryonic niche’, more molecular and cellular similarities can be further identified. For example, several perimysial-derived signaling pathways for the embryonic myogenic progenitors are also required for satellite cell fate regulation after birth (Bigas and Espinosa, 2016; Farin et al., 2016; Stantzou et al., 2017). In addition, while *Hic1+* mesenchymal progenitors in the adult niche coordinate various aspects of skeletal muscle regeneration (Scott et al., 2019), they are also inferred to be regulators of the perimysial cells of the embryonic niche during development. These similarities suggest potentially conserved mechanisms between embryonic muscle development and adult muscle repair/regeneration, consistent with the clinical observation that patients with disrupted soft palatal muscle development also exhibit impaired differentiation and a reduced number of satellite cells (Carvajal Monroy et al., 2012). Thus, the mechanism we identified during development could also be potentially useful for promoting muscle growth after birth.

Craniofacial anomalies such as DiGeorge syndrome, as well as other syndromic and non-syndromic forms of cleft lip and palate, often affect pharyngeal muscle formation and lead to difficulties in eating, facial expression, speaking, and swallowing (Kelly et al., 2004; Kernahan et al., 1984; Carvajal Monroy et al., 2012; Scambler, 2000). While the identification of a detailed Pitx2-Tbx1-Msc-Tcf21 transcription factor regulatory network for the pharyngeal myogenic cells may influence the intrinsic regulatory network within the myogenic cells to promote pharyngeal muscle development (Buckingham and Rigby, 2014; Sambasivan et al., 2011), manipulation through paracrine signaling is a more likely mechanism. In this study, we have identified a variety of potential pro-myogenic signaling molecules from perimysial-to-myogenic cell interaction analysis. A ‘chemokine/cytokine cocktail’ may be needed to restore the muscle detects in our cleft soft palate animal model (*Osr2^Cre^;Tgfbr1^fl/fl^*). As a proof of concept, we found partial improvement of the muscle defects after Fgf18 restoration and thus confirmed the potential of restoring pharyngeal muscle defects with the combination of pro-myogenic factors we identified in the study. Moreover, some of these molecules, including Fgf18 and Dlk1, have also been suggested to be involved in the development and regeneration of various muscles throughout the body including in the limb, diaphragm, and tongue (Andersen et al., 2013; Ito et al., 2018; Mok et al., 2014; Yue et al., 2021), extending their potential application to defects in other muscles in the body.

In summary, our study has been able to decipher the molecular and cellular composition of the embryonic myogenic niche for the development of pharyngeal muscles and potentially other muscles in the body. Our work will contribute to a better understanding of the fine-tuned regulatory network of late-stage muscle morphogenesis and lead to the development of novel treatment strategies for regenerating/repairing muscle defects, particularly in infants with birth defects.

## Materials and methods

**Key resources table:** 

Reagent type(species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	*Osr2^Cre^*	Rulang Jiang, Cincinnati Children’s Hospital; Chen et al., 2009		
Strain, strain background (*M. musculus*)	*Tgfbr1^fl/fl^*	Dudas et al., 2006; Larsson et al., 2001		
Strain, strain background (*M. musculus*)	*Fgf18^fl/fl^*	David Ornitz, Washington University School of Medicine; Hagan et al., 2019		
Strain, strain background (*M. musculus*)	*Rosa26^LSL-tdTomato^*	Jackson Laboratory; Madisen et al., 2010	Stock No. 007905 RRID:IMSR_JAX:007905	
Strain, strain background (*M. musculus*)	C57BL/6J	Jackson Laboratory	Stock No. 000664 RRID:IMSR_JAX:000664	
Sequence-based reagent	RNAScope Probe-Mm-*Aldh1a2*	Advanced Cell Diagnostics	Cat# 447391	
Sequence-based reagent	RNAScope Probe-Mm-*Tbx15*	Advanced Cell Diagnostics	Cat# 558761	
Sequence-based reagent	RNAScope Probe- Mm-*Smoc2*	Advanced Cell Diagnostics	Cat# 318541	
Sequence-based reagent	RNAScope Probe-Mm-*Fgf18*	Advanced Cell Diagnostics	Cat# 495421	
Sequence-based reagent	RNAScope Probe-Mm-*Lama4*	Advanced Cell Diagnostics	Cat# 494901	
Sequence-based reagent	RNAScope Probe- Mm-*Fgfr1*	Advanced Cell Diagnostics	Cat# 443491	
Sequence-based reagent	RNAScope Probe- Mm-*Fgfr2*	Advanced Cell Diagnostics	Cat# 443501	
Sequence-based reagent	RNAScope Probe- Mm-*Fgfr3*	Advanced Cell Diagnostics	Cat# 440771	
Sequence-based reagent	RNAscope Probe- Mm-*Fgfr4*	Advanced Cell Diagnostics	Cat# 443511	
Sequence-based reagent	RNAScope Probe- Mm-*Myf5*	Advanced Cell Diagnostics	Cat# 492911	
Sequence-based reagent	RNAScope Probe-Mm-*Hic1*	Advanced Cell Diagnostics	Cat# 464131	
Sequence-based reagent	RNAScope Probe-Mm-*Creb5*	Advanced Cell Diagnostics	Cat# 572891	
Sequence-based reagent	RNAScope Probe-Mm-*Meox1*-C2	Advanced Cell Diagnostics	Cat# 530641-C2	
Sequence-based reagent	RNAScope Probe-Mm-*Etv5*	Advanced Cell Diagnostics	Cat# 316961	
Sequence-based reagent	RNAScope Probe-Mm-*Bach2*-C3	Advanced Cell Diagnostics	Cat# 887121-C3	
Sequence-based reagent	RNAScope Probe-Mm-*Myod1*	Advanced Cell Diagnostics	Cat# 316081	
Sequence-based reagent	RNAScope Probe- Mm-*Myod1*-C2	Advanced Cell Diagnostics	Cat# 316081-C2	
Sequence-based reagent	BaseScope Probe- BA-Mm-*Fgf18*-3zz-st-C1	Advanced Cell Diagnostics	Cat# 1118021-C1	
Antibody	Mouse monoclonal, Myosin heavy chain (MHC)	DSHB	Cat# MF20	(1:25)
Antibody	Rabbit polyclonal, RFP	Rockland	Cat# 600-401-379	(1:500)
Antibody	Rabbit monoclonal, pSmad2	Cell Signaling Technology	Cat# 3108 RRID:AB_490941	(1:500)
Antibody	Rabbit monoclonal, MyoD	Abcam	Cat# ab133627 RRID:AB_2890928	(1:200)
Antibody	Rat monoclonal, BrdU	Abcam	Cat# ab6326 RRID: AB_305426	(1:100)
Antibody	Rabbit Polyclonal, Cleaved Caspase-3	Cell Signaling Technology	Cat# 9661 RRID: AB_2341188	(1:100)
Antibody	Rabbit monoclonal, Smad2/3	Cell Signaling Technology	Cat# 8685 RRID:AB_10889933	(1:20)
Antibody	Rabbit monoclonal, IgG	Cell Signaling Technology	Cat# 3900 RRID:AB_1550038	(1:20)
Antibody	Goat polyclonal anti-Mouse Alexa Fluor 488	Life Technologies	Cat# A-11001 RRID:AB_2534069	(1:200)
Antibody	Goat polyclonal anti-Rat Alexa Fluor 488	Life Technologies	Cat# A-11006 RRID:AB_141373	(1:200)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 488	Life Technologies	Cat# A-11008 RRID:AB_143165	(1:200)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 568	Life Technologies	Cat# A-11036 RRID:AB_10563566	(1:200)
Antibody	Goat polyclonal anti-rabbit IgG Antibody (H+L), HRP	Vector Laboratories	Cat# PI-1000 RRID:AB_2336198	(1:200)
Peptide, recombinant protein	Recombinant human TGF-β1	R&D Systems	Cat# 7754-BH	
Peptide, recombinant protein	Recombinant human FGF18	Peprotech	Cat# 100–28	
Cell line (*Mus musculus*)	C2C12	ATCC	Cat# CRL-1772 RRID:CVCL_0188	
Commercial assay or kit	RNAScope Multiplex Fluorescent Kit v2	Advanced Cell Diagnostics	Cat# 323110	
Commercial assay or kit	BaseScope detection reagent kit v2-Red	Advanced Cell Diagnostics	Cat# 323910	
Commercial assay or kit	TSA Plus Cyanine 3 System	Perkin Elmer	Cat# NEL744001KT	
Commercial assay or kit	TSA Plus Fluoresceine System	Perkin Elmer	Cat# NEL771B001KT	
Commercial assay or kit	RNeasy Micro Kit	QIAGEN	Cat# 74004	
Commercial assay or kit	iScript Advanced cDNA Synthesis Kit	Bio-Rad	Cat# 1725038	
Commercial assay or kit	SsoFast EvaGreen Supermix	Bio-Rad	Cat# 1725201	
Commercial assay or kit	Chromium single-cell 3’ v2 reagent kit	10x Genomics	Cat# PN-120267	
Commercial assay or kit	Cut and Run assay kit	Cell Signaling	Cat# 86652	
Software, algorithm	Cell ranger	10x Genomics.Inc	RRID:SCR_017344	
Software, algorithm	Seurat	Satija lab	RRID:SCR_016341	
Software, algorithm	CellChat	Jin Lab		
Software, algorithm	SCENIC	Aerts lab	RRID:SCR_017247	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	

### Animal studies

The *Osr2^Cre^* (gift from Rulang Jiang, Cincinnati Children’s Hospital; Chen et al., 2009), *Rosa26^LSL-tdTomato^* (JAX#007905, Jackson Laboratory; Madisen et al., 2010), *Tgbfr1^fl/fl^* (*Alk5^fl/fl^*) (Dudas et al., 2006; Larsson et al., 2001), *Fgf18^fl/fl^* (gift from David Ornitz, Washington University School of Medicine; Hagan et al., 2019), and C57BL/6J (JAX#000664, Jackson Laboratory) mouse lines have all been described previously. To generate *Osr2^Cre^;Rosa26^LSL-tdTomato^* mice, we crossed *Osr2^Cre^* male mice with *Rosa26^LSL-tdTomato^* female mice. To generate *Osr2^Cre^;Tgfbr1^fl/fl^* mice, we crossed *Osr2^Cre^;Tgfbr1^fl/+^* male mice with *Tgfbr1^fl/fl^* female mice. To generate *Osr2^Cre^;Fgf18^fl/fl^* mice, we bred male *Osr2^Cre^;Fgf18^fl/+^* mice with female *Fgf18^fl/fl^* mice. All mice were genotyped using genotyping primers as previously reported. The embryonic samples and newborn pups were collected and used for analysis without consideration of sex. For *in vivo* BrdU labelling, mice were injected intraperitoneally with 10 mg/ml BrdU in PBS, and 100 mg/kg BrdU was administered to each mouse. The mice were then euthanized for proliferation analysis 2 hr after BrdU administration. All animal handling followed federal regulation and was performed with the approval of the Institutional Animal Care and Use Committee (IACUC) at the University of Southern California documented under protocol numbers 9320 and 11765.

### Tissue processing

Embryonic and newborn mouse heads were dissected and fixed in 10% formalin (HT501128, MilliporeSigma) overnight at room temperature following decalcification in 10% EDTA depending on the stage. For paraffin sections, samples were processed in serially ascending concentrations of ethanol solution at room temperature followed by xylene and paraffin wax at 60 °C, then embedded in paraffin wax and sectioned at 8 μm using a microtome (RM2255, Leica). Deparaffinized sections were stained with Hematoxylin and Eosin (H&E). For cryosections, samples were dehydrated in 15% sucrose/PBS solution followed by 30% sucrose/50% Tissue-Tek OCT compound (4583, Sakura). Samples were embedded in the OCT compound and frozen on a block of dry ice. Embedded samples were then cryosectioned at 8 μmusing a cryostat (CM13050S, Leica).

### Immunostaining

Sections were antigen-retrieved for 10 min in preheated antigen unmasking solution (H-3300, Vector Laboratories) followed by 10 min of incubation with 1% Triton X in PBS (T8787, Sigma Aldrich). Sections were then incubated with 1% blocking reagent (PerkinElmer, FP1012) for 1 hr and then primary antibody overnight at 4 °C. The sections were then incubated for 2 hr at room temperature with Alexa Fluor 488 or 568-conjugated secondary antibodies or HPR conjugated antibodies. For TSA-based immunofluorescent staining, the sections were further incubated with 1:200 TSA Plus FITC or Cy3 reagents for 3–5 min of signal development (NEL774001KT or NEL771B001KT, Akoya Bioscience). Sections were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI; D9542, Sigma-Aldrich) and mounted with Fluoro-Gel (17985–10, EMS). The sections were washed in phosphate-buffered saline (PBS) with 0.1% Tween 20 (P1379, Sigma) between incubations. The primary and secondary antibodies used in this study were pSmad2 (3108, Cell signaling, 1:500 with TSA), MyoD (ab133627, Abcam; 1:200 with TSA), RFP (600-401-379, Rockland, 1:500 with TSA), myosin heavy chain (MHC) (MF20, DSHB, 1:25), BrdU (ab6326, Abcam, 1:100), Cleaved Caspase-3 (9661, Cell signaling, 1:200 with TSA), Alexa Fluor 488 anti-mouse (A11001, Thermo fisher Scientific, 1:200), Alexa Fluor 488 anti-rat (A11006, Thermo Fisher Scientific, 1:200), Alexa Fluor 568 anti-mouse (A11004, Thermo Fisher Scientific, 1:200), Alexa Fluor 488 anti-rabbit (A11008, Thermo Fisher Scientific, 1:200), Alexa Fluor 568 anti-rabbit (A11036, Thermo Fisher Scientific, 1:200), and anti-rabbit HRP (PI-1000, Vector Laboratories, 1:200).

### RNAScope *in situ* hybridization (ISH) assay

Tissue sections were air-dried at 60 °C for 1 hr to overnight. RNAScope multiplex fluorescent reagent kit v2 (323100, Advanced Cell Diagnostics) and BaseScope detection reagent kit v2-Red (323910, Advanced Cell Diagnostics) were used for *in situ* hybridization according to the manufacturer’s instructions. RNAScope probes from Advanced Cell Diagnostics used in this study were *Aldh1a2* (447391), *Tbx15* (558761), *Smoc2* (318514), *Fgf18* (495421), *Fgfr1* (443491), *Fgfr2* (443501 s), *Fgfr3* (440771), *Fgfr4* (443511), *Lama4* (494901), *Hic1* (464131), *Creb5* (572891), *Meox1* (530641-C2), *Etv5* (316961), *Bach2* (887121-C3), *Myod1* (316081 or 316081-C2), *Myf5* (492911) and *Fgf18-Exon1C* (1118021-C1).

### Single-cell RNAseq

Soft palate tissue (dissected from the posterior third of the palatal region) from E14.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* embryos was digested and dissociated into single-cell suspension with TrypLE Express enzyme (12605010, Thermo Fisher Scientific) at 37 °C with shaking at 600 rpm for 15 min using a Thermomixer (2231000269, Thermo Fisher Scientific). Single-cell suspension was loaded into the 10x Genomics Chromium system and prepared for single-cell library construction using the 10x Genomics Chromium single-cell 3’ v2 reagent kit (PN-120267, 10x Genomics) according to the manufacturer’s protocol. Sequencing was performed on Novaseq 6000 (Illumina). Library quality control, sequence alignment, and read counts were analyzed using Cell Ranger 4.0.0. 

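The 2 control libraries together held 6883 cell barcodes, and 5747 of them passed the filters on genes, mitochondrial UMIs and doublets described with the results. The mean depth was 8034 UMIs per barcode in control 1, 6839 in control 2 and 7308 in the mutant. To bring control 1 to the mean depth of control 2, 85.1% of its UMIs would be kept.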

Two control samples were combined using the function *cellranger aggr* so that the combined control sample had comparable cell numbers to the sample from *Osr2^Cre^;Tgfbr1^fl/fl^* mice. One combined control and one *Osr2^Cre^;Tgfbr1^fl/fl^* sample were used for analysis. For each sample, raw read counts from every single cell were analyzed to identify cell clusters and variably expressed genes in each cluster using the Seurat R package (Hao et al., 2021) as previously described (Han et al., 2021). Seurat was also used to combine the E14.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* embryos to perform integration analysis as previously described (Han et al., 2021). RunPCA and RunUMAP visualization were used for downstream analysis and visualization. The integrated Seurat object combining E13.5-E15.5 control soft palates generated in our previous study (Han et al., 2021) was used to analyze gene regulatory network inference and ligand-receptor interactions. Gene regulatory network inference was performed using the R package SCENIC (Aibar et al., 2017). Transcription factors for each cell population in the palate were identified using GENIE3 and compiled into regulons, then subjected to cis-regulatory motif analysis. Regulon activity was then scored using AUCell. CellChat (Jin et al., 2021) was used to identify the potential ligand-receptor interactions between cell populations in the soft palate. Pre-processing functions (identifyOverExpressedGenes, identifyOverExpressedInteractions, and projectData) and core functions (computeCommunProb, computeCommunProbPathway, and aggregateNet with standard parameters) were applied along with other functions (netVisual_circle, netVisual_bubble, netAnalysis_signalingRole_heatmap netAnalysis_dot, and netAnalysis_river) to determine the senders and receivers.

### Cut and Run assay

Soft palatal tissue of E14.5 C57BL/6J mouse embryos was dissected and digested using Multi Tissue Dissociation Kit 3 (130-110-204, Miltenyi Biotec) at 37 °C with shaking at 600 rpm for 15 min in a Thermomixer (2231000269, Thermo Fisher Scientific), followed by passing through 70 μm Pre-Separation Filters (130-110-204, Miltenyi Biotec) to achieve single-cell suspension solution. The single-cell suspension was processed using a Cut and Run assay kit (86652, Cell Signaling) following the manufacturer’s instructions. Five μl of Smad2/3 (8685, Cell Signaling) or IgG (3900, Cell Signaling) were used for each reaction. Standard protocol qPCR reaction was run using SsoFast EvaGreen Supermix (Bio-Rad, 172–5202) on a Bio-Rad CFX96 Real-Time Systems. The sequences of qPCR primers used to detect enriched DNA fragments near the Smad2/3 binding site at Chr11:33098353–33098362 were GGTGGGGTGACTCAACTGAA (forward) and TTGCGTGGCCTAAGGGTAAG (reverse).

### CRISPRi plasmid generation

gRNAs targeting close to the Smad2/3 binding sites (+150 bp to -150 bp) were identified using IDT guide RNA design tool. A gRNA with the sequence TTTCAGTTGAGTCACCCCAC was selected due to its targeting the proximity (47 bp downstream, 33098286–33098306) to the binding site, high on-target score, and low off-target probability. This gRNA sequence was then cloned to pCas-Guide-Puro-CRISPRi plasmid (GE100083, Origene Technologies) by Origene Technologies to generate a *Fgf18* CRISPRi Plasmid. pCas-Guide-Puro-CRISPRi-Scramble plasmid (GE100084, Origene Technologies) was used as control.

### Soft palatal mesenchymal cell culture and qPCR analysis

Soft palatal tissue of E14.5 C57BL/6J mouse embryos was dissected and digested using Multi Tissue Dissociation Kit 3 (130-110-204, Miltenyi Biotec) at 37 °C with shaking at 600 rpm for 15 min in a Thermomixer (2231000269, Thermo Fisher Scientific), followed by passing through 70 μm Pre-Separation Filters (130-110-204, Miltenyi Biotec) to achieve single-cell suspension solution. The cells were seeded in 24-well plates (0.5x10^5^ cells/well) with collagen coating solution (125–50, MilliporeSigma) and cultured with DMEM (10566016, Thermo Fisher Scientific)/10% Fetal Bovine Serum (12662029, Thermo Fisher Scientific)/ 1% Penicillin-Streptomycin (15140148, Thermo Fisher Scientific). For CRISPRi plasdmid transfection, each six-well plate well was transfected with 2.5 μg plasmid DNA using Lipofectamine LTX (15338030, Thermo Fisher Scientific) following the manufacturer’s instructions. One day after transfection, the cells were cultured in fresh complete medium comprised of 10% Fetal bovine serum (12662029, Thermo Fisher Scientific)/DMEM (10566016, Thermo Fisher Scientific)/1% Penicillin-Streptomycin (15140148, Thermo Fisher Scientific) supplemented with 5 μg/ml puromycin (A1113803, Thermo Fisher Scientific) for 2 days. For siRNA treatment, *Creb5* siRNA (siRNA ID:s107062, 4390816, Thermo Fisher Scientific) and control siRNA (4390844, Thermo Fisher Scientific) were delivered to the cells using Lipofectamine RNAiMAX Transfection Reagent (13778100, Thermo Fisher Scientific) according to the manufacturer’s instructions. The cells were then treated with the *Creb5* and control siRNA for 48-72 hr before analysis. For TGFβ1 treatment, recombinant human TGFβ1 (7754-BH, R&D Systems) was used at 5 ng/ml for the TGFβ1 treatment group for 4 hr or 18 hr, while an equal volume of BSA (RB04, R&D Systems) was added to the control group for the same period. RNeasy Plus Micro Kit (Qiagen, 74034) was used to isolate RNA. After RNA isolation, cDNA was transcribed using the iScript Advanced cDNA Synthesis Kit (Bio-Rad, 1725038). qPCR reaction was run using SsoFast EvaGreen Supermix (Bio-Rad, 1725201) or SYBR Select Master Mix (Thermo Fisher Scientific, 4472908) on a Bio-Rad CFX96 Real-Time System. The following primer sequences were obtained from PrimerBank (Wang et al., 2012) and used for qPCR reactions: *Creb5* (Forward-AGGATCTTCTGCCGTCTTGAT; Reverse-GCGCAGCCTTCAGTCTCAT), *Fgf18* (Forward-CCTGCACTTGCCTGTGTTTAC; Reverse-TGCTTCCGACTCACATCATCT), and *Gapdh* (Forward-AGGTCGGTGTGAACGGATTTG; Reverse-TGTAGACCATGTAGTTGAGGTCA).

### C2C12 cell culture

C2C12 mouse myoblast cell line (CRL-1772, ATCC) was obtained from ATCC and cultured in growth medium composed of DMEM (11965092, Thermo Fisher Scientific)/10% Fetal bovine serum (12662029, Thermo Fisher Scientific)/1% Penicillin-Streptomycin (15140148, Thermo Fisher Scientific) and maintained at low density to avoid differentiation. After 1–2 passages, C2C12 cells were seeded at 3000 cells/cm^2^ and cultured for 1 day in growth medium prior to the treatment. For proliferation assay, 500 ng/ml FGF18 (100–28, Peprotech) or an equal volume of BSA (RB02, R&D Systems) were added to C2C12 cells in growth medium for 1–3 days. For BrdU labelling, 10 µM BrdU was added to the medium for 2 hr. Cells were fixed in 4% paraformaldehyde (PFA) for 15 min at RT.

### Embryonic head slice cultures

Embryonic mouse heads were dissected and collected in complete BGJb medium: BGJb Medium (Thermo Fisher Scientific, 12591038) with 10% Fetal Bovine Serum (12662029, Thermo Fisher scientific), 0.1 mg/ml L-ascorbic acid (A4403, Sigma-Aldrich), and 1% Penicillin-Streptomycin (15140148, Thermo Fisher Scientific). Mouse heads were embedded on ice in a mixture of preheated 20% gelatin (G2500-500G, MilliporeSigma) in BGJB culture medium and sectioned to 300 μm slices using MicroSlicer Zero 1 (10111, Ted Pella). These slices were placed on cell culture inserts (PICM0RG50, Sigma Aldrich) which were inserted into 6-well culture plates and cultured at 37 °C in a 5% CO_2_ incubator in complete BGJb medium. For bead implantation, Affi-Gel blue agarose beads (1537302, BioRad) were soaked in 1 μg/μl FGF18 (100–28, Peprotech) or BSA for one hour at 37 °C (Xu et al., 2016) and then implanted into the soft palatal shelves of E14 *Osr2^Cre^;Tgfbr1^fl/fl^* head slices. The samples were collected 3 days after bead implantation.

### Imaging and image analysis

The immunofluorescent and RNAScope *in situ* hybridization fluorescent signals were captured using a Leica DMI3000 B research microscope. The brightfield images were captured using Keyence BZ-X710. Quantitative image analysis was performed by Image J. The same thresholds were set up for measuring the same group of samples. Adjacent sections in the LVP regions were measured and average values across sections were used for analysis. ‘Analyze Particles’ and ‘Measure’ functions were used to measure the number of cells and percentage of area of staining out of the whole palate area or whole image area.

### MicroCT analysis

MicroCT scans were performed at the University of Southern California Molecular Imaging Center using a SCANCO µCT50 device. The embryonic heads were scanned with the X-ray source at 70 kVp and 114 µA to generate images at a resolution of 10 μm. Morphometric analysis was performed using the AVIZO 9.1 software package (Visualization Sciences Group). Four biological replicates were performed.

### Statistical analysis

Sample sizes were extrapolated from sample sizes of previously published studies. No randomization or blinding were performed. No samples were excluded from the analysis. For qPCR analysis, 3 technical replicates were used for measuring each sample. GraphPad Prism was used for statistical analysis. All bar graphs display mean ± SEM. Un-paired two-tailed t-test was applied to assess statistical significance between two groups of samples. One-way ANOVA was used for analysis of more than two groups of samples. The chosen level of significance for all statistical tests in this study was p≤0.05.

## Data Availability

The E14.5 control and *Osr2^Cre^;Tgfbr1^fl/fl^* soft palatal single-cell RNAseq data generated in this study have been deposited in Gene Expression Omnibus (GEO) under accession code GSE203035. The single-cell RNAseq data for E13.5-E15.5 soft palate (Han et al., 2021) used for analysis in this study have been deposited in GEO under accession code GSE155928. The following dataset was generated: FengJ 2022Unbiased screening identifies TGF-β signaling and Creb5 cooperatively regulate FGF18 to control pharyngeal muscle developmentNCBI Gene Expression OmnibusGSE20303510.7554/eLife.80405PMC977136536542062 The following previously published dataset was used: HanX ChaiY 2021Transcriptome and chromatin accessiblity analysis of mice soft palate to unreveal the role of Runx2 in regulating palate muscle developmentNCBI Gene Expression OmnibusGSE155928

# Supplementary material for: TGF-β signaling and Creb5 cooperatively regulate Fgf18 to control pharyngeal muscle development
**Source:** eLife. 2022 Dec 21;11:e80405. doi: 10.7554/eLife.80405
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | This information is present in the “Key resources table” section of the Materials and Methods. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | This information is present in the “Key resources table” section of the Materials and Methods. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | This information is present in the “Soft palatal mesenchymal cell culture and qPCR analysis ” section of the Materials and Methods. |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | This information is present in the “Key resources table” and “Animal studies ” sections of the Materials and Methods and in the figure legends. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | This information is present in the “Statistical analysis” section of the Materials and Methods. |  |
| Randomisation | This information is present in the “Statistical analysis” section of the Materials and Methods. |  |
| Blinding | This information is present in the “Statistical analysis” section of the Materials and Methods. |  |
| Inclusion/exclusion criteria | This information is present in the “Statistical analysis” section of the Materials and Methods. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | This information is present in the “Statistical analysis” section of the Materials and Methods and in figure legends. |  |
| Define whether data describe technical or biological replicates. | This information is present in the “Statistical analysis” section of the Materials and Methods. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | This information is present in the “Animal studies” section of the Material and Methods. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | This information is present in the “Statistical analysis” section of the Material and Methods. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | This information is present in the “Statistical analysis” section of the Material and Methods. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | This information is present in the “Data availability” section of the Material and Methods. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | This information is present in the “Data availability” section of the Material and Methods. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | This information is present in the “Data availability” section of the Material and Methods. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

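Single cells of the E14.5 soft palate were measured in 2 control libraries and 1 *Osr2 Cre;Tgfbr1 fl/fl* library. The genotype and replicate of each library were taken from the submitters' labels, which name the deleted gene by its older symbol *Alk5*, and from the methods of the paper. The deposited files hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 4.0.0, one matrix for each library and with no normalization. The paper combined the 2 control libraries with cellranger aggr and then integrated the combined control and the mutant in Seurat; these steps are not part of the deposited counts. The genome build and annotation behind the counts are not stated in the paper's text or the files. By their identifiers, 32158 genes of the files were matched to the GENCODE annotation of GRCm38, and coordinates are given in that build.

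All 3 libraries carried Y-linked transcripts. The median number of detected genes per barcode was 2387 in control 1, 1981 in control 2 and 1817 in the mutant. Cells with under 500 detected genes or over 10% mitochondrial UMIs were left out, which removed 699, 246 and 579 barcodes. Scrublet scores were computed with scanpy 1.11.5. Scrublet's own threshold marked no barcode in any library and was not used, and the share of barcodes left out as doublets was the preset rate, 2.24%, 3.25% and 6.95% of the barcodes of control 1, control 2 and the mutant.

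Clustering used Seurat 5.3.0 in R 4.3.3, with canonical correlation analysis as the integration, 2000 variable genes, 30 components and Louvain clusters at a resolution of 0.5 for all cells and 0.4 for the palatal mesenchymal cells. The genes that the paper compares between the genotypes and further genes, among them sex-linked genes, were left out of the variable genes. The marker genes for each type were fixed before the data were examined, as were the alternatives and the rule for naming genes by size of change. The rule that turns markers into names was set after the clusters had been seen. A cluster took the name of the type with the highest mean standardized log2 level of its markers, where a marker counted if it was found in at least 10% of the cells of the cluster and lay above its mean over the clusters. A cluster stayed unnamed if it had fewer than 3 such markers, if markers of another type outnumbered its own among its 10 leading genes by fold (pseudocount 0.1 per 10000 UMIs), if its median UMI count was under 0.333 of that of its own library with none of its markers leading, or, within the mesenchyme, if none of its own markers was among those 10 genes. Names rebuilt in this way can differ from those of the paper.

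Levels were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 as counts per 1000000 of the UMIs summed over the cells of a type in each library. A count of 0 was set to 3 UMIs before a logarithm was taken. Intervals are exact Poisson intervals for CPM and exact Clopper-Pearson intervals for shares, at 95%, and cover counting error only. With 1 mutant library no test, standard error or p-value was computed, and no count of changed genes is given. A log2 ratio is described as larger than the gap between the controls when the mutant lay on the same side of both controls and the ratio exceeded the log2 difference between them. Shares of cells with a UMI were compared after each cell was thinned to 2000 UMIs, the 25th percentile of the perimysial-like cells of the shallowest library rounded down to a multiple of 500.

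The genes named for the size of their change in perimysial-like cells are the 5 with the largest rise and the 5 with the largest fall among genes with at least 50 CPM in the mutant or in both controls, whose ratio had the same sign against each control and was at least 3 times the gap between the controls. Markers used for naming were left out, as was *Pitx1*, the gene that led the perimysial-like cluster, because a gene that defines a cluster cannot be compared within it. *Pitx1* was left out after its level had been seen, and it is given over all palatal mesenchymal cells only. Not every gene that met the rule is given.

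The rule for named genes was tested on simulated counts with the library sizes of the perimysial-like cells, in which 200 genes were changed by 2 on the log2 scale. Of these, 190 passed the rule with the right sign, and 10 of the 10 genes named had been changed. The noise set for each gene and library was below the spread of the controls for some genes named here, though not for all. The log2 SD of the controls was 0.28 for *Creb5* and 0.35 for *Gm2000*, and 0.097 for *Cntfr*. The simulation therefore shows only that the rule finds changes of this size at the noise that was set. Smaller changes and larger gaps were not simulated. The simulation cannot tell an effect of the deletion from another difference between the libraries.

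The alternatives tried were integration of the 3 libraries separately and no integration, variable genes from all genes, cell cycle genes left out, resolutions of 0.2 and 0.8, a minimum of 200 genes with no mitochondrial limit, doublets kept, perimysial cells chosen by marker rank, all palatal mesenchymal cells in place of perimysial cells, TMM factors of edgeR 4.0.16, the mean over cells, libraries thinned to one depth, control counts summed, free RNA subtracted, thinning to 1000 UMIs, and leaving out each control. The free RNA of a library was taken as the profile of all its cells, and its share, from hemoglobin UMIs in palatal mesenchymal cells, was 11.7% in control 1, 4.23% in control 2 and 2.26% in the mutant. The experiments of the paper on sections, cultures and E13.5 to E15.5 control palates were not analysed here.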

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

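The tests of every cell type and of cartilage-like cells in this part were chosen after the results were seen. The 5 genes given here, which the paper does not discuss, had the largest rises in the perimysial-like cells of the mutant among genes with at least 50 CPM whose rise was at least 3 times the gap between the controls. *Kazald1* was counted at 3.32, 5.59 and 52.7 CPM in control 1, control 2 and the mutant (log2 ratio 3.61), *Tmem100* at 36.5, 31.5 and 127 CPM (1.91), *Gm2000* at 50.1, 35.7 and 133 CPM (1.66), *Ddah1* at 23.5, 21.0 and 66.05 CPM (1.57) and *Cntfr* at 29.9, 32.9 and 69.0 CPM (1.14). Each ratio rests on 1 mutant library.

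For *Gm2000* a difference between the libraries that is present in every cell type may explain the rise. With the 3 falling genes *Isca1*, *Gstp1* and *Bloc1s1*, it made 20 pairs of a gene and another cell type (epithelial-like, endothelial-like, myeloid-like, glial-like and myogenic-like), and in 20 of them the mutant differed from both controls in the same direction as in perimysial-like cells. The log2 ratio of *Gm2000* in these types lay between 1.47 and 1.91. *Osr2 Cre* acts in the palatal mesenchyme, so an effect of the deletion within each cell does not by itself account for such a change in every type, and an indirect effect was not tested.

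For *Ddah1* a rise in every cell type as large as in perimysial-like cells is argued against. Its log2 ratio in myogenic-like cells was 0.019, from 27, 32 and 23 UMIs, with the controls at 15.2 and 23.7 CPM. It rose by 0.76 in epithelial-like and by 0.72 in endothelial-like cells, 2 of the 4 types with at least 20 UMIs. A smaller rise in every cell type stays open, since the myogenic-like controls differed and few UMIs were counted. For *Kazald1*, *Tmem100* and *Cntfr*, 4 of the 6 pairs of a gene and another type with at least 20 UMIs changed as in perimysial-like cells. Among them was *Tmem100* with 2.82 in endothelial-like cells. In the remaining pairs the mutant lay between the controls. These were *Tmem100* in myogenic-like cells, at 0.019 from 10, 8 and 7 UMIs, and *Cntfr* in glial-like cells, at 0.21 from 2, 7 and 22 UMIs. In epithelial-like cells, with 95 UMIs of *Kazald1*, 201 of *Tmem100* and 322 of *Cntfr*, the mutant was above both controls for each of the 3 genes, but the log2 ratios of 1.53, 0.54 and 0.70 were smaller than the gaps of 2.11, 0.63 and 1.02 between the controls. In endothelial-like, myeloid-like, glial-like and myogenic-like cells at most 53 UMIs of any of these genes were counted in a type. A difference present in every cell type therefore stays open for them. The rise of *Tmem100* was within the gap between the controls without integration (0.16), with cell cycle genes left out (0.78) and over all palatal mesenchymal cells (0.19). Without integration *Kazald1* was at 0.24 and *Cntfr* at 0.82, both within the gap, but that cluster held 8 mutant cells, and *Cntfr* fell with perimysial cells chosen by marker rank (-0.25). Cartilage-like cells among the perimysial-like cells are argued against as the source of *Kazald1*. At the 197 CPM of *Kazald1* in mutant cartilage-like cells, they would have to make up 26.8% of the cluster and bring 1193 CPM of *Col2a1*, where 32.0 CPM were counted. The test covers only cells with the *Kazald1* and *Col2a1* levels of the mutant cartilage-like cells. Other cells, such as osteogenic-like cells, were not tested as the source. An effect of the deletion of *Tgfbr1* stays open for these 4 genes and was not tested.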

How the results depend on the processing

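All alternatives were planned, and none was added after the results were seen. No paired analysis was possible because the mutant has 1 library and only the control has 2 replicates. The log2 ratio of *Tbx15* was below both controls by more than their gap in 13 of 14 alternatives with both controls, that of *Smoc2* in 13, that of *Fgf18* in 13, that of *Creb5* in 14, and that of *Tgfbr1* in 12 of 12. That of *Dlk1* was so in 10 of 14 and that of *Lama4* in 2. *Aldh1a2* was above both controls by more than their gap in 7 and below both in 2. These counts include the setting without integration, which has too few perimysial-like cells of control 2 and the mutant for a comparison.

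Without integration the perimysial-like cluster held 915 cells of control 1, 9 of control 2 and 8 of the mutant. The mutant cells had 0 UMIs of *Tbx15* and *Fgf18* among 56312 UMIs, so 3 UMIs were put in their place and the log2 ratios of 0.43 for *Tbx15* and 0.94 for *Fgf18*, reversed in sign, are upper limits set by the small number of UMIs. Under the same setting the log2 ratio was -0.30 for *Tgfbr1*, -1.82 for *Aldh1a2*, 0.75 for *Lama4* and -0.83 for *Dlk1*. The perimysial share moved to -30.4 percentage points and the palatal mesenchymal share to -3.75 (mutant minus mean of controls; -13.0 and 0.000368 as reported).

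With 3 libraries integrated separately *Dlk1* was at -0.52. With variable genes from all genes *Tbx15* was at -1.58, *Smoc2* at -0.44 and *Dlk1* at -0.44. With cell cycle genes left out *Aldh1a2* was at -0.24, *Lama4* at -0.79, *Dlk1* at -0.78 and the perimysial share at 9.09 points. At a resolution of 0.2 *Dlk1* was at -0.15, and at 0.8 *Smoc2* was at -0.48 and *Dlk1* at -0.41. With at least 200 genes and no mitochondrial limit *Smoc2* was at -0.83, *Dlk1* at -0.52 and the palatal mesenchymal share at 8.90 points. With doublets kept *Smoc2* was at -0.92 and *Dlk1* at -0.54. With perimysial cells chosen by marker rank *Smoc2* was at -0.85, *Aldh1a2* at -0.14, *Fgf18* at -1.85 and *Dlk1* at -1.28. Over all palatal mesenchymal cells *Smoc2* was at -0.34, *Fgf18* at -1.92 and *Dlk1* at -0.73. With TMM factors *Tgfbr1* was at -0.085, *Smoc2* at -0.49 and *Dlk1* at -0.13. With the mean over cells *Tgfbr1* was at -0.38, *Smoc2* at -0.52 and *Dlk1* at -0.15. With free RNA subtracted *Dlk1* was at -0.30. Thinning to 1000 UMIs put the *Fgf18* share of cells at -1.92 points. Apart from the small number of UMIs without integration, the cause was not tested.

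Of 143 values under the alternatives other than leaving out a control, for the genes named by size that are given here and the osteogenic-like share, 96 stayed within the spread of the controls, 45 moved and 2 were reversed. The 2 are those of *Cntfr*, at -0.25 with perimysial cells chosen by marker rank and -0.17 over all palatal mesenchymal cells, and the cause was not tested.

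Leaving out each control in turn gave log2 ratios from -0.25 to -0.16 for *Tgfbr1*, -2.57 to -2.004 for *Tbx15*, -0.67 to -0.56 for *Smoc2*, 0.34 to 1.27 for *Aldh1a2*, -1.58 to -1.09 for *Fgf18*, -0.52 to 0.19 for *Lama4* and -0.29 to -0.22 for *Dlk1*. The perimysial share ranged from -25.2 points without control 2 to -0.860 points without control 1, so control 1 decides its size. The depth limits *Tbx15* most, with 15 UMIs in the mutant perimysial-like cells.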

Differences from the paper's values

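No test in this part was chosen after the results were seen. The text of the paper gives no value for these comparisons, so only directions are compared. The paper states that *Lama4* was lower in the perimysial cells of the mutant. Here the mutant level lay between those of the 2 controls, at a log2 ratio of -0.17 against a gap of 0.71. Of the alternatives set before the data were examined, *Lama4* was below both controls by more than their gap with cell cycle genes left out (-0.79) and with perimysial cells chosen by marker rank (-0.44), and in the other 12 with both controls it was not. By cluster, *Lama4* was below both controls in 5 of 6 mesenchymal clusters tested, the perimysial-like cluster being the exception.

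The paper describes *Dlk1* as showing no visible effect. Here its log2 ratio of -0.25 was larger than the gap of 0.07 between the controls. It was within the gap with 3 libraries integrated separately (-0.52), variable genes from all genes (-0.44), a resolution of 0.8 (-0.41) and TMM factors (-0.13), and in the other 10 alternatives it was not. With separate integration, variable genes from all genes and a resolution of 0.8 the mutant was still below both controls. The share of thinned cells with a *Dlk1* UMI in the mutant lay between those of the controls. By cluster, *Dlk1* was below both controls in only 3 of 9 mesenchymal clusters tested, the perimysial-like cluster among them.

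The paper states that the *Aldh1a2* progenitor cells were not affected, from its single-cell data and from in situ hybridization on sections (Figure 4J and K). Only the single-cell counts were examined here. The log2 ratio of 0.81 was within the gap of 0.93 between the controls, but the share of thinned cells with an *Aldh1a2* UMI was higher in the mutant than the mean of the controls by 6.71 percentage points, against a gap of 3.27 points between the controls. The level was above both controls by more than their gap in 7 of 14 alternatives. It was below both by more than their gap in 2, and within the gap or between the controls in 5.

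The paper states from in situ hybridization on sections that *Creb5* did not change in the mutant (Figure 6—figure supplement 2). In the single-cell counts its log2 ratio in perimysial-like cells was -1.74 against a gap of 0.39, and it was below both controls by more than their gap in 14 of 14 alternatives with both controls, of which the one without integration rests on 8 mutant cells.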

Other observations

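The tests of free RNA, of library size and scaling, of filters, of clustering settings and of *Xist* in this part were planned before their results were seen, and the tests of every cell type, of the part of the soft palate and of tissue from outside it were chosen after. *Creb5*, which the paper studies elsewhere, was counted in perimysial-like cells at 238, 181 and 62.1 CPM in control 1, control 2 and the mutant, a log2 ratio of -1.74 against a gap of 0.39, and at 168, 156 and 61.9 CPM in all palatal mesenchymal-like cells. *Tbx15*, *Fgf18* and *Creb5* were each below both controls in 5 of 5 mesenchymal clusters with at least 20 UMIs in each control, so their lower level was not limited to perimysial-like cells. Free RNA from other cells is argued against, since after its subtraction the log2 ratio closest to 0 among the 3 genes was -1.39. Library size and scaling are argued against as well, with -1.21 as the ratio closest to 0 under TMM factors and the mean over cells. A difference present in every cell type is argued against for *Creb5*, whose log2 ratio in epithelial-like cells was -0.073. For *Tbx15* and *Fgf18* it stays open, since other types held few UMIs of them; the log2 ratio of *Fgf18* in epithelial-like cells was 0.082. Another part of the soft palate in the mutant sample also stays open. *Pitx1*, which was chosen after its values were seen, was counted at 104, 33.8 and 5.32 CPM in palatal mesenchymal-like cells, a log2 ratio of -3.47 against a gap of 1.62. With 1 mutant library a difference in dissection and an effect of the deletion cannot be told apart.

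Across 2064 genes with at least 50 CPM, the log2 ratios of the mutant in palatal mesenchymal-like and in epithelial-like cells had a Pearson correlation of 0.628 and a Spearman correlation of 0.619, and the ratios of control 1 over control 2 had 0.749 and 0.777. These are correlations across genes, and genes are not independent replicates. The genes that fell in perimysial-like cells under the rule for named genes included *Isca1*, at 58.4, 51.0 and 15.3 CPM (log2 ratio -1.84), *Gstp1* (-1.55) and *Bloc1s1* (-1.38).

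The perimysial-like share was higher in control 1 than in control 2. The filters on cells are argued against as the whole cause, since with the loose filter control 1 was still 13.6 percentage points above control 2. The clustering and its settings may account for much of it, since control 1 minus control 2 was reversed in sign at -6.20 points with cell cycle genes left out, and was 8.68 points with 3 libraries integrated separately and 12.1 points with variable genes from all genes, although it was 31.8 points at a resolution of 0.2 and 60.4 points without integration. Another part of the soft palate in 1 control sample cannot be told apart from this. *Pitx1* was higher in control 1 than in control 2 in 5 of 5 mesenchymal clusters tested, but it leads the perimysial-like cluster.

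Osteogenic-like cells made up 9.79%, 5.37% and 23.1% of the palatal mesenchymal-like cells of control 1, control 2 and the mutant. The clustering and its settings are a candidate explanation, since in 4 of 8 clusterings the mutant share was not above both controls. More tissue from outside the soft palate in the mutant sample is another, since neuronal-like cells made up 4.10% of the mutant cells and 98 of the 103 chondrocyte-like cells came from the mutant library. A change in bone-forming cells through the deletion stays open and was not tested.

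*Xist*, which is expressed from the inactive X chromosome of female cells, was counted at 5.01 CPM in control 1, 0.478 CPM in control 2 and 0.277 CPM in the mutant over all cells. Of its 105 UMIs in control 1, 90 were in the 83 cells of the unnamed cluster led by *S100a8*, *S100a9* and *Camp*, at 463 CPM, and *Ddx3y* was counted there at 15.4 CPM against 99.1 CPM in palatal mesenchymal-like cells. These values are consistent with female cells among the cells of that cluster. No biological explanation was tested.

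*Fgfr4* was counted in myogenic-like cells at 32.8, 46.7 and 46.9 CPM, a log2 ratio of 0.26 against a gap of 0.51. The myogenic-like share of the mutant was -2.34 percentage points from the mean of the controls, against a gap of 0.869 points between them.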
